# Efficient in vivo genome editing prevents hypertrophic cardiomyopathy in mice

**DOI:** 10.1038/s41591-022-02190-7

**Published:** 2023-02-16

**Authors:** Daniel Reichart, Gregory A. Newby, Hiroko Wakimoto, Mingyue Lun, Joshua M. Gorham, Justin J. Curran, Aditya Raguram, Daniel M. DeLaughter, David A. Conner, Júlia D. C. Marsiglia, Sajeev Kohli, Lukas Chmatal, David C. Page, Nerea Zabaleta, Luk Vandenberghe, David R. Liu, Jonathan G. Seidman, Christine Seidman

**Keywords:** Mutation, Cardiac hypertrophy

## Abstract

Dominant missense pathogenic variants in cardiac myosin heavy chain cause hypertrophic cardiomyopathy (HCM), a currently incurable disorder that increases risk for stroke, heart failure and sudden cardiac death. In this study, we assessed two different genetic therapies—an adenine base editor (ABE8e) and a potent Cas9 nuclease delivered by AAV9—to prevent disease in mice carrying the heterozygous HCM pathogenic variant myosin R403Q. One dose of dual-AAV9 vectors, each carrying one half of RNA-guided ABE8e, corrected the pathogenic variant in ≥70% of ventricular cardiomyocytes and maintained durable, normal cardiac structure and function. An additional dose provided more editing in the atria but also increased bystander editing. AAV9 delivery of RNA-guided Cas9 nuclease effectively inactivated the pathogenic allele, albeit with dose-dependent toxicities, necessitating a narrow therapeutic window to maintain health. These preclinical studies demonstrate considerable potential for single-dose genetic therapies to correct or silence pathogenic variants and prevent the development of HCM.

## Abstract (web summary)

Two approaches using an adenine base editor and a Cas9 nuclease prevented the development of hypertrophic cardiomyopathy in mice carrying a pathogenic mutation on the *Myh6* gene, highlighting the potential of single-dose genetic therapies for the treatment of cardiac disease.

## Main

Hypertrophic cardiomyopathy (HCM), a primary myocardial disorder that is estimated to occur in one in 500 individuals, causes left ventricular hypertrophy (LVH) with diminished LV volumes and increases myocardial fibrosis^1,2^. HCM arises from dominant variants that alter sarcomere components, including the contractile protein cardiac myosin heavy chain^3^. Pathogenic myosin variants produce symptomatic HCM early in adulthood with high rates of adverse outcomes, including heart failure, arrhythmias, stroke and sudden cardiac death^4^. Although medications and devices reduce arrhythmias and sudden cardiac death, treatments cannot prevent heart failure, the leading cause for cardiac transplantation and premature death in patients with HCM^4^.

Discovery of the molecular basis for HCM enables early, gene-based diagnosis with longitudinal assessments of clinical manifestations. Childhood carriers of pathogenic variants often demonstrate a latency period of variable duration when LVH and symptoms are absent^5–7^, whereas adults demonstrate LVH, the diagnostic criteria for HCM. Although factors that influence disease emergence remain unknown, this natural history of disease indicates a window of opportunity for potential interventions to limit or prevent disease.

Nucleic acid therapies are potential medicines for genetic diseases. RNA-based treatments (small interfering or hairpin RNAs and antisense oligonucleotides) are effective but short-lived, necessitating recurrent administrations for long-term efficacy^8^. Alternatively, permanent DNA modification can be achieved with genome editors delivered by vectors, such as adeno-associated virus (AAV)^9,10^.

We previously engineered a heterozygous, pathogenic myosin variant orthologous to the human p.R403Q allele into the mouse *Myh6* gene^11^, which encodes the predominant murine cardiac myosin isoform. 129SvEv mice harboring one R403Q variant allele recapitulate key features of human HCM, including LVH, altered chamber volumes and myocardial fibrosis^11,12^.

Using R403Q mice, we showed that intra-thoracic delivery of a cardiotropic vector—AAV9-encoding small interfering RNAs (siRNAs) expressed under the control of the cardiomyocyte-specific chicken troponin T (*Tnnt2*) promoter^13^—selectively silenced the mutant transcript^14^. A 25% reduction of mutant transcripts levels was sufficient to prevent the emergence of LVH for 6 months, after which durability waned.

We recently studied base editor therapies in transgenic mice expressing a pathogenic lamin variant^15^ that causes human progeria^16^ with cardiovascular disease. Using dual-AAV9 vectors, each containing one half of a split-intein adenine base editor (ABE)^17^ to overcome the inadequate packaging limit (~4.7 kb) of AAV9 vectors for full-length base editors, we achieved modest genomic editing (~20–30%) in cardiovascular tissues that enabled twofold-longer survival than untreated mice^17^.

Capitalizing on these advances, we and authors of the accompanying manuscript (Chai et al.) evaluated different strategies to edit or silence the HCM allele in R403Q mice. We report genomic editing corrected over 70% of mutant transcripts, with tolerable frequencies of edited bystander nucleotides (for example, proximal to the targeted adenosine residue). Treatments were well tolerated and prevented functional, histopathological, molecular phenotypes of HCM that emerge slowly or rapidly in mouse models. We also assessed permanently silencing of the R403Q allele, using *Staphylococcus aureus* Cas9, encoded within a single AAV9 vector. This strategy efficiently edited cardiomyocytes and prevented LVH but with dose-dependent deleterious effects on contractile function, indicating a narrow therapeutic window.

## Results

### Design of a dual-AAV9-encoded base editor and protospacer

We used a split-intein design, requiring co-transduction of two AAV vectors, each expressing half of the base editor, and trans-splicing reconstitution of the full-length base editor within cells^18,19^. To assess toxicity and efficiency of dual-AAV9 infection of cardiomyocytes, we performed pilot experiments using two AAV9 viruses expressing fluorescent markers eGFP under the *Tnnt2* promoter^14^ or mScarlet driven by the broadly expressed *CMV* promoter (Extended Data Fig. 1a). Wild-type (WT) mice receiving intra-thoracic injection of 3 × 10^13^ vector genomes per kilogram (vg kg^−1^) for each vector had normal vitality and survival. Tissues harvested 3 weeks after injection showed normal histology and prominent dual fluorescence in the heart but not liver (Extended Data Fig. 1b).

The pathogenic variant R403Q results from a G>A transition (Extended Data Fig. 2a), an ABE target. We used ABE8e, a particularly active deaminase^20^, and designed a protospacer that places the R403Q variant at position A5 (counting from the PAM-distal end of the protospacer) (Fig. 1a). This single guide RNA (sgRNA) uses a nearby ‘CGAG’ PAM, which is recognized efficiently by a *Streptococcus pyogenes* Cas9 variant SpCas9-NG^18,19^ that we selected for base editing. We introduced each half of the base editor into dual-AAV9s under the control of the *Tnnt2* promoter along with an identical sgRNA to direct the ABE8e (Extended Data Fig. 2b).

**Fig. 1:**
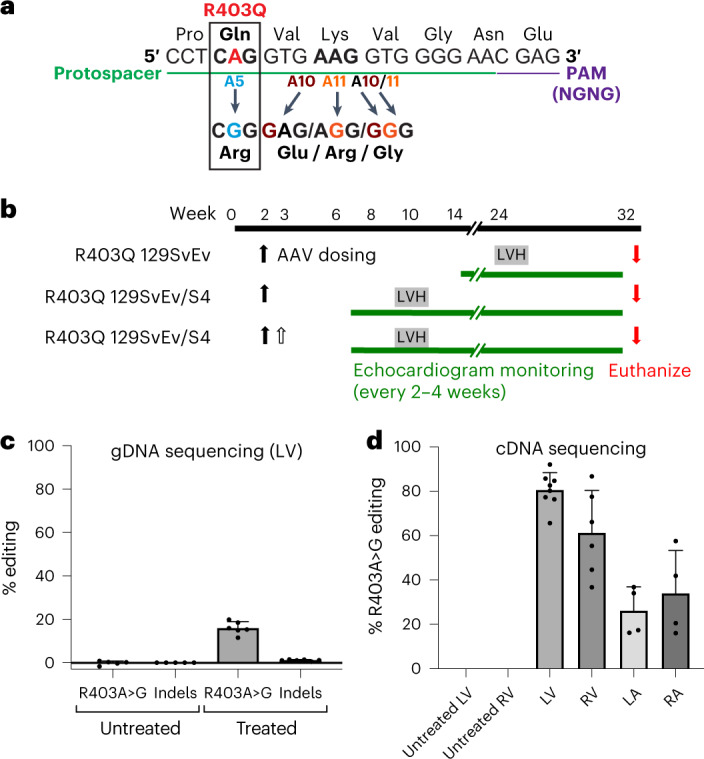
Base editing the pathogenic variant R403Q mediated by injection of dual-AAV9 ABE8e. **a**, Schematic of the genomic sequence surrounding the HCM R403Q pathogenic variant. The ABE protospacer (green line) and PAM (purple line) are underlined. The pathogenic variant R403Q (numbered according to the human *MYH7* amino acid residue) is shown with flanking amino acid residues (N, amino terminus; C, carboxyl terminus). R403Q is located at position A5 (blue), and potential bystander edits are at positions 10 (brown) and 11 (orange), numbered from the 5′ end of the protospacer. Bystander editing at each position (arrows) would encode missense amino acids. **b**, Schematic of the experimental design depicting AAV9 delivery and subsequent evaluation of disease. Dual-AAV9 ABE8e or single AAV9-Cas9 were injected (solid filled arrow, first dose; unfilled arrow, second dose) into R403Q-129SvEv or R403Q-129SvEv/S4 mice at postnatal weeks 2–3. All R403Q-129SvEv/S4 mice consistently develop LVH by 8–10 weeks (gray box), whereas only male R403Q-129SvEv mice show LVH at 20–25 weeks (blue box). Cardiac morphology and function were assessed by echocardiography at 2–4-week intervals. **c**, Editing efficiency (%) of the targeted pathogenic variant R403Q was based on high-throughput sequencing gDNA from all LV cells, including cardiomyocytes, fibroblasts, macrophages and endothelial cells, after a single dose of dual-AAV9 ABE8e injection (*n* = 6 males) or in untreated R403Q mice (*n* = 5 males), quantified by CRISPResso2. gDNA editing efficiency was calculated as: WT nucleotide percentage minus 50% (to measure the editing beyond the heterozygous baseline) and then divided by 50% (to determine the percentage of observed editing out of the theoretical maximum). **d**, Editing efficiency of the targeted R403Q allele after a single AAV9 ABE8e injection was assessed by sequencing *Myh6* cDNA derived from RNA extracted from the LV (*n* = 5 males, 3 females), RV (*n* = 4 males, 2 females), LA (*n* = 2 males, 2 females) and RA (*n* = 2 males, 2 females) and in five untreated LVs and RVs from male mice. RNA editing efficiency was calculated as: WT nucleotide percentage minus 50% and then divided by 50%. Data are presented as mean values ± s.d. Source data

The *Tnnt2* promoter should express the dual AAV cargos at high levels only in cardiomyocytes and, thereby, exclude base editing in other cell lineages. We confirmed cardiomyocyte-enriched expression for the split-intein ABE cargo using single-nucleus RNA sequencing (snRNA-seq) of all cardiac chambers from four treated mice (Supplementary Table 1). *Tnnt2-*promoted AAV9 encoded transcripts in 55% ± 14% of left ventricle (LV) cardiomyocytes, 41% ± 10% of right ventricle (RV) cardiomyocytes, 21% ± 9% of left atria (LA) cardiomyocytes and 35% ± 11% of right atria (RA) cardiomyocytes. Although significantly fewer atrial than ventricular cardiomyocytes expressed AAV9-encoded cargo (*P* = 0.001), *Tnnt2-*promoted transcripts in seven other LV cell lineages were much lower (mean expression = 2.1% ± 1.7%).

### Base editing of two HCM mouse models and in vivo monitoring

We targeted the R403Q variant in two mouse lines (Fig. 1b). R403Q-129SvEv male mice develop LVH at 20–25 weeks of age^11,12,21^, thereby modeling insidious onset of HCM in human patients. R403Q-129SvEv/S4 hybrid mice, produced from a fortuitous R403Q-129SvEv and 129S4 cross, develop rapid onset of LVH in males and females by 8–10 weeks of age, thereby modeling patients with fulminant HCM^22^.

R403Q-129SvEv mice, age 10–13 days, were injected in the thoracic cavity^14,23^ with one dose of dual-AAV9 carrying ABE8e (1.25 × 10^13^ vg kg^−1^ of each vector; Fig. 1b). As initial analyses of LVs from two mice at 3 weeks of age confirmed editing, cardiac function was studied by echocardiography until sacrifice at age 32–34 weeks in treated and untreated R403Q and WT mice. Editing efficiency in bulk genomic DNA (gDNA) and bulk RNA was calculated as the percentage (%) of the WT G nucleotide minus 50% (to measure editing beyond the heterozygous baseline) and then divided by 50% (to determine the percentage of observed editing beyond the theoretical maximum). For heterozygous variants, this measure of editing efficiency corresponds to the total percentage of edited cells.

High-throughput sequencing of polymerase chain reaction (PCR)-amplified gDNA from LV tissues showed that 16.0% ± 2.9% of cardiac cells were edited at the target nucleotide (Fig. 1c), with few insertions or deletions (indels). These data underestimate editing efficiency of cardiomyocytes, which comprise only ~25% of all cardiac cells in R403Q-129SvEv mice^24^ from which gDNA was extracted. Therefore, we also assessed editing efficiency of *Myh6* transcripts (exclusively expressed in cardiomyocytes) within each cardiac chamber using RT–PCR amplification followed by high-throughput sequencing (Fig. 1d). We observed the highest editing efficiency in LV RNAs (81% ± 8%), with restoration of the normal R403 residue in cardiomyocytes. There was no significant difference between the mean editing efficiency measured in LV and RV tissues (61% ± 19%; *P* = 0.06), but significantly less editing occurred in LA (26% ± 11%) and RA (34% ± 19%) tissues compared to LV tissues (*P* = 5.5 × 10^−6^).

We assessed cardiac structure and function of treated R403Q-129SvEv mice by in vivo serial echocardiography, performed every 2–4 weeks from 14 weeks of age until termination (Fig. 2a). LVH, determined by measuring the thickness of the LV posterior wall (LVPW) and ventricular remodeling, assessed by ratio of LVPW to LV end-diastolic dimension (LVDd, an index of LV geometry and reduced in HCM^4^), was increased in all untreated but not in treated R403Q-129SvEv mice, which were indistinguishable from WT mice. Fractional shortening (FS), a measure of contractility that can increase in HCM^1,2^, was similar in treated and untreated R403Q and WT mice.

**Fig. 2:**
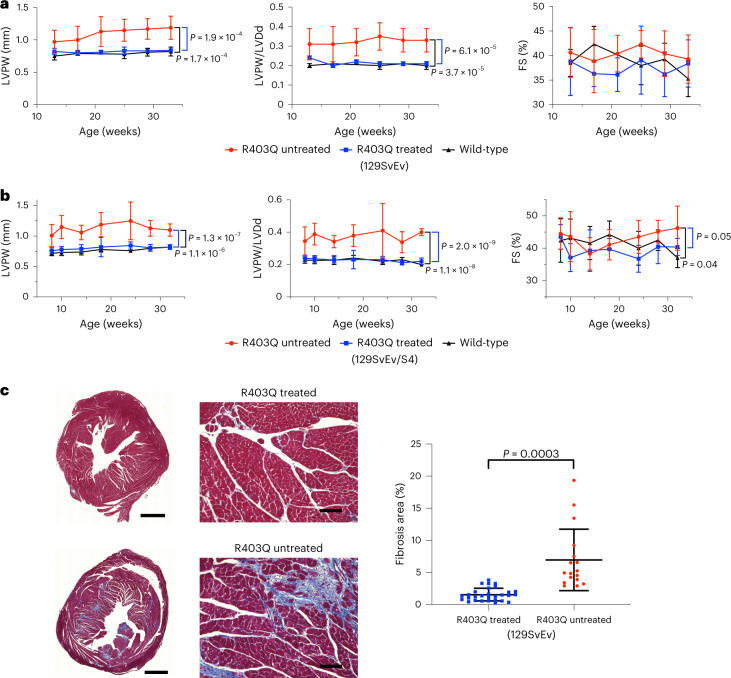
A single injection of dual-AAV9 ABE8e prevents hypertrophy and fibrosis in two strains of HCM mice. **a**,**b**, Echocardiographic measurements of the LVPW thickness (left panels), ratio of LVPW and LVDd (middle panels) and %FS (right panels) in studied mice. Untreated R403Q-129SvEv and R403Q-129SvEv/S4 developed hypertrophy (increased LVPW thickness, reduced LV volumes and increased LVPW/LVDd ratios). R403Q-129SvEv/S4 has earlier onset of hypertrophy and hypercontractility (increased FS). **a**, Longitudinal echocardiographic measurements in WT 129SvEv (*n* = 4 males; black line), untreated R403Q-129SvEv (*n* = 10 males, red line) and R403Q-129SvEv (*n* = 6 males, blue line) mice treated with a single dose of dual-AAV9 ABE8e. **b**, Longitudinal echocardiographic measurements in WT R403Q-129SvEv/S4 (*n* = 5 males, 6 females; black line), untreated R403Q-129SvEv/S4 (*n* = 6 males, 6 females; red line) and R403Q-129SvEv/S4 (*n* = 3 males, 7 females; blue line) treated with a single dose of dual-AAV9 ABE8e. **c**, Left: representative Masson-trichrome-stained LV and RV histological sections from a single dose of dual-AAV9 ABE8e-treated (upper panel) and untreated (lower panel) male R403Q-129SvEv mice. Collagen deposition (blue staining) within regions of myocardial fibrosis was prominent in the untreated mouse, whereas the histology of the treated mouse was similar to WT hearts (Fig. 3b). Scale bars, 1 mm (low magnification) and 50 μm (high magnification). Right panel: quantification of fibrosis from Masson trichrome staining in 29 ventricular sections derived from six treated male mice and 17 sections from four untreated male mice. The fibrotic load in untreated mice ranged from 2.9% to 19.4% (Extended Data Fig. 3). The untreated section shown here has a mean fibrotic load of 3.4%. Data are presented as mean values ± s.d. Significance was assessed by two-tailed *t*-test (Supplementary Information). Source data

R403Q-129SvEv/S4 mice were also treated with a single dose of dual-AAV9s (1.25 × 10^13^ vg kg^−1^ of each vector) carrying ABE8e (Fig. 1b). Serial in vivo echocardiography performed every 2–4 weeks from 8 weeks of age showed LVH in all untreated female and male R403Q-129SvEv/S4 mice at 10 weeks with subsequent ventricular remodeling and hypercontractility (Fig. 2b). By contrast, cardiac morphology and function of treated R403Q-129SvEv/S4 mice did not show either rapid or insidious onset of any of these HCM phenotypes. Instead, treated mice remained indistinguishable from WT mice throughout the 32 weeks of study duration.

Together, these data indicated that base editing of the mutant R403Q allele, delivered several months or only weeks in advance of the typical time for disease manifestations, resulted in durable prevention of ventricular remodeling and hypertrophy.

### Base editing prevents cardiac fibrosis

Myocardial fibrosis is prominently increased in mouse models of HCM^11,12,21^. In human patients, fibrosis contributes to adverse outcomes, including heart failure and arrhythmias^25,26^. We studied microscopic cardiac histology in ventricular sections of WT and treated and untreated R403Q-129SvEv mice (34 weeks of age) to determine the impact of editing on myocardial fibrosis (Fig. 2c and Extended Data Fig. 3). Similarly to previous studies, untreated R403Q-129SvEv mice revealed increased amounts of focal and diffuse fibrosis in comparison to WT mice. Treated mice had minimal fibrosis, similarly to that in WT mice, and significantly less than in untreated mice (*P* = 0.0003).

### Assessment of bystander editing and histopathology

We assessed the frequency of bystander mutations in base-edited R403Q mice, as amino acid substitutions could be deleterious. Using gDNA and RT–PCR-amplified *Myh6* mRNAs from cardiac tissues extracted from treated R403Q-129SvEv mice, we determined the editing of bystander adenosine residues at protospacer positions 10 and 11 (Fig. 1a) and the introduction of indels. On average, the most common bystander edit was 3.4% ± 1.7% in gDNA and 5.0% ± 4.8% in RNA (Extended Data Fig. 4a,b); few indels were observed (<2%). No bystander edits occurred in alleles that maintained the pathogenic R403Q. Moreover, sequence data indicated a correlation between the proportions of appropriate editing at the A5 pathogenic nucleotide and bystander editing: A10: *r* = 0.68, *P* = 2 × 10^−12^; A11: *r* = 0.45, *P* = 2 × 10^−5^.

We also compared on-target (A5) and bystander editing in gDNA from LVs, livers, skeletal muscles, lungs and gonads from treated R403Q-129SvEv mice (Extended Data Fig. 4c). Very low levels of on-target editing were observed, and virtually no bystander editing occurred in extra-cardiac tissues, consistent with the *Tnnt2* promoter’s cardiomyocyte-specific expression.

Recognizing the potential for cellular damage to the lungs after intra-thoracic injections and the liver due to tropism by AAV9 (ref. ^27^), we studied the histology of these organs in treated R403Q-129SvEv mice. Lung and liver cell architecture remained normal and showed no enrichment of inflammatory cells. Serologic assessment of liver enzymes, bilirubin and globulins were also normal (Extended Data Fig. 5 and Supplementary Table 2).

### Assessment of two doses of base editor AAV9

Although a single injection of dual-AAV9 carrying ABE8e prevented the development of HCM in all treated R403Q mice, the editing efficiency varied among mice and was lower in RV and atrial tissues than in LV (Fig. 1d). As HCM can pathologically remodel the RV^28^ and atria^29^, we tested whether a second dose of the dual-AAVs could improve editing in these chambers. Because immune responses are not elicited in mice when two doses of AAV9 are delivered in close proximity and before neonatal day 14 (ref. ^30^), we delivered a second dose within 1 week of the first dose to R403Q-129SvEv/S4 mice (Fig. 1b).

Mice treated with two doses had similar feeding and activity levels to untreated and single-dose-treated R403Q-129SvEv/S4 mice, and all survived throughout the 32 weeks of study. Serial echocardiograms (Fig. 3a) showed no emergence of LVH, ventricular remodeling or hypercontractility in mice treated with two doses compared to untreated R403Q-129SvEv/S4 mice. There was marked attenuation of myocardial fibrosis (*P* = 0.0003; Fig. 3b). Serologic assessment of liver enzymes, bilirubin and globulins from mice treated with two doses was normal (Supplementary Table 2).

**Fig. 3:**
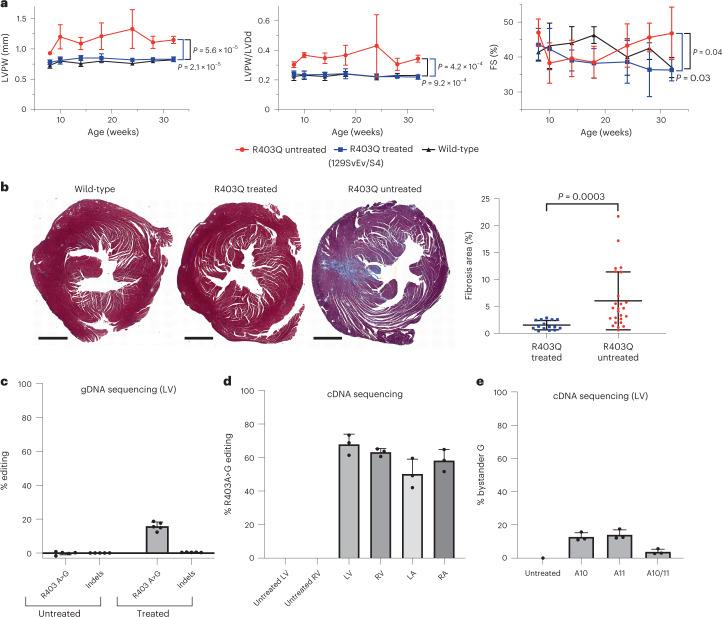
Two doses of dual-AAV9 ABE8e increase atrial but not ventricular base editing. **a**, Longitudinal echocardiographic measurements (defined in Fig. 2) of the LVPW (left panel), LVPW/LVDd ratio (middle panel) and %FS (right panel) in WT 129SvEv/S4 (*n* = 5 males, black line), untreated R403Q-129SvEv/S4 (*n* = 6 males, red line) and R403Q-129SvEv/S4 mice treated with two doses of dual-AAV9 ABE8e (*n* = 6 males, blue line). Untreated but not treated R403Q-129SvEv/S4 developed early-onset hypertrophy (increased LVPW thickness and increased LVPW/LVDd) and hypercontractility (increased FS). **b**, Left: representative Masson-trichrome-stained LV and RV histological sections from WT 129SvEv/S4 male (left), treated (two doses of AAV9 ABE8e) male R403Q-129SvEv/S4 (middle) and untreated R403Q-129SvEv/S4 (right) male mice. Collagen deposition (blue staining) within regions of myocardial fibrosis was prominent in the untreated but minimal in the treated mouse and WT mice. (Scale bar, 1 mm). Right panel: quantification of fibrosis from Masson-trichrome-stained ventricular sections (five per mouse) from untreated (*n* = 5 males) and treated (*n* = 3 males; two doses) of AAV9 ABE8e R403Q-129SvEv/S4 mice. **c**, Editing efficiency of the targeted R403Q allele and indels was assessed in LV gDNA derived from five treated and five untreated male mice. **d**, Editing efficiency was assessed by sequencing *Myh6* cDNA derived from RNAs extracted from the LVs, RVs, LAs and RAs from three male mice. Atrial editing was increased after two doses. **e**, The mean percent of bystander edits was detected in pooled LV cDNAs from R403Q-129SvEv/S4 mice (*n* = 3 males) treated with two doses. Data are presented as mean values ± s.d., and significance was assessed by two-tailed *t*-test (Supplementary Information). Source data

Unexpectedly, the additional dose did not significantly increase the mean editing efficiency in LV and RV (Fig. 3c,d). Analyses of LV gDNA showed 15.8% ± 2.5% editing with two doses (Fig. 3c and Extended Data Fig. 6a) compared with 16.0% ± 2.9% editing with one dose (Fig. 1c and Extended Data Fig. 4a). RNA analyses showed similar editing efficiencies after two and one doses in LV (68% ± 6% versus 81% ± 8%) and RV (63% ± 2% versus 61% ± 19%). By contrast, the editing efficiencies in atria improved with two doses compared to one dose (LA: 50% ± 9% versus 26% ± 11%, *P* = 0.02; RA: 58% ± 7% versus 34% ± 19%, *P* = 0.08) (Figs. 1d and 3d).

Sequence analyses of gDNA and cDNAs from cardiac tissues of mice treated with two doses identified bystander edits (Fig. 3e and Extended Data Fig. 6a,b). In comparison to the bystander edits after one dose (Extended Data Fig. 4b; *n* = 24 tissues), cDNA analyses of mice treated with two doses (Extended Data Fig. 6b; *n* = 14 tissues) indicated increased bystander editing at A10 (9.2% ± 3.3% versus 4.8% ± 5.3%, *P* = 0.006) and A11 (10.8% ± 3.6% versus 5.0% ± 4.8%, *P* = 0.0005).

### R403Q correction normalizes the transcriptome

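LV tissue of male R403Q mice was used for RNA-seq, with 3 treated and 6 untreated libraries. Of the untreated libraries, 2 carry the same animal number, as A and B, and whether these are 2 mice or 2 samples of 1 mouse is not stated in the text, so n counts libraries. By the sample labels the 3 treated mice are of strain 129S4/SvEv and all untreated ones of strain 129SvEv, while the paper gives 129SvEv/S4 for both. If the labels hold, strain and treatment cannot be separated, within a table or across them. The treated mice had received 2 doses of the dual vectors that carry the adenine base editor ABE8e, which converts A to G within a short window of its target. WT libraries were not analysed here. The authors aligned reads to mm10 (GRCm38) and deposited, for each gene and library, the number of reads and the RPKM value, which divides the reads by exon length and by the total of the library. The values came in 2 tables. The first table held the 3 treated libraries and untreated replicate 1, and the second held untreated replicates 2 to 6, so the table and the treatment overlapped except for that 1 untreated library. Totals were 6709222, 6496129 and 5029820 reads in treated replicates 1, 2 and 3 and 6021911 reads in untreated replicate 1. The 5 untreated libraries of the second table held between 19177047 and 26373933 reads, with a median of 23406938. Counting error was therefore larger in the first table. Mitochondrial transcripts took between 25.6% and 31.0% of the reads in treated libraries and between 21.1% and 26.7% in untreated libraries.
The comparison of treated with untreated libraries covered the 9978 genes with a mean of at least 3 RPKM in either group, after the expression limit of the paper. The deposited read counts were compared with the quasi-likelihood test of edgeR, with TMM library sizes and Benjamini-Hochberg adjustment. Values per library are given as RPKM. With 3 libraries against 6 there are 84 splits, and the smallest p that an exact permutation test can give is 0.012. Within the first table there is 1 untreated library, so the comparison inside it has values but no test of its own.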

We assessed transcriptional responses by RNA sequencing (RNA-seq) analyses (Methods) of LV tissues from WT, untreated and treated R403Q-129SvEv/S4 mice (Extended Data Fig. 7 and Supplementary Table 3). 

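On log2(RPKM + 1) of the 9978 genes, principal component 1 held 64.6% of the variance among the 9 libraries. The treated libraries scored -34.2, -37.0 and -47.5 on it, and the 5 untreated libraries of the second table scored between 21.9 and 30.1. Untreated replicate 1, from the first table, scored -16.2, on the side of the treated libraries. On component 2, with 11.1% of the variance, it scored -29.8, apart from the other 8 libraries. The grouping into treated and untreated accounted for a share of 0.538 of the total sum of squares. This was the largest of the 84 splits (exact permutation test, one-sided, p = 0.012, the smallest possible). All 84 splits set 3 libraries against 6, so the grouping by table, 4 against 5, was not among them. The p-value therefore does not tell the treatment from the table. Without untreated replicate 1 the share of the treatment grouping was 0.700, but there table and treatment are the same grouping. The Euclidean distance of untreated replicate 1 to the treated libraries averaged 53.4 and to the other untreated libraries 59.3, while the untreated libraries of the second table lay 28.0 apart on average and the treated libraries 44.5.

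**Figure D1:**
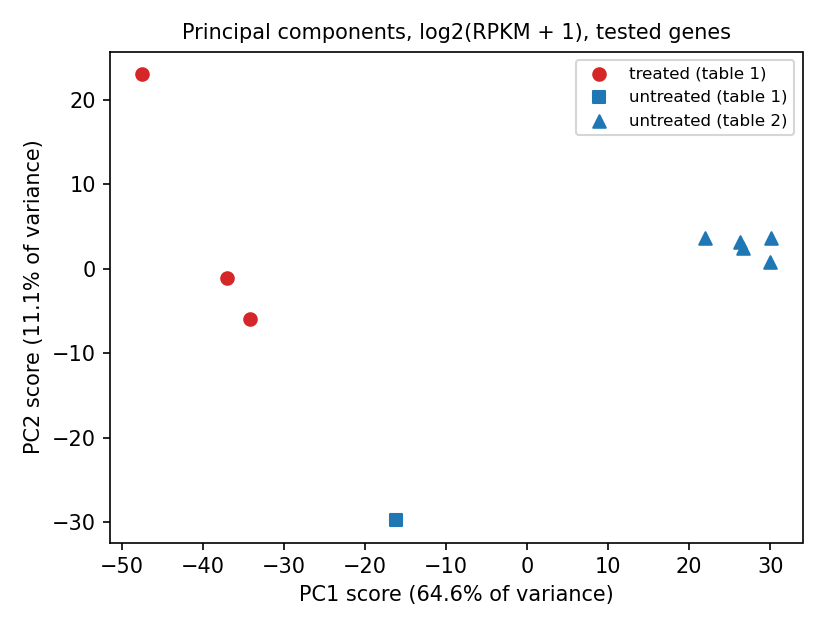
Scores of the 9 libraries on principal components 1 and 2 of log2(RPKM + 1), without units, with the share of variance on each axis. Circles are treated libraries, the square is untreated replicate 1 and triangles are untreated replicates 2 to 6; the square, at -16.2 on component 1, lies between the other untreated libraries and the treated ones.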

Principal component analyses comparing all expressed transcripts (*n* = 12,035 RNAs with ≥3 RPKM expression in any group) showed greater similarities between WT and treated compared to untreated R403Q-129SvEv/S4 mice. Principal components 1 and 3 explained 25% and 12% of the variance, respectively, between WT and R403Q-129SvEv/S4 (Extended Data Fig. 7a). We then selectively compared transcripts with recognized involvement in hypertrophic remodeling in mouse models and human patients with HCM^12,21,31^. Although gene expression varied among mice within the same treatment group, overall the mean fold changes in transcript levels (Supplementary Table 3) were consistent with greater mechanical work, metabolic stress and extracellular matrix expansion in untreated compared to treated mice. 

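Of the 9978 genes, 5105 differed between treated and untreated libraries at an adjusted p under 0.05, with 2536 higher and 2569 lower in treated mice. The table of origin moved this count most. When a term for the table was added to the fit, an alternative chosen after the data were seen, 46 genes remained under 0.05 (2388 at an unadjusted p under 0.05), and 37 of them were among the 5105. That fit sets the 3 treated libraries against the 1 untreated library of their table. Without untreated replicate 1, which compares libraries across tables only, the count was 6032.
Gene sets for the programs the paper names were tested with camera, with Benjamini-Hochberg adjustment over 7 sets. The 33 extracellular matrix genes had a median log2 fold change of -0.36 in treated mice, with 13 of the 33 higher (adjusted p = 0.053 from camera). With the table term it was -0.35, with 5 of 33 higher. That fit rests on untreated replicate 1, whose matrix genes were themselves high. Their median lay 0.39 (log2) above the second table's untreated libraries, which ran from -0.15 to 0.31. Over the other alternatives the adjusted p from camera ranged from 0.0012 to 0.84. The difference is thus close to the threshold and depends on the fit. Median log2 fold changes were -0.02 for 21 fatty acid oxidation genes (adjusted p = 0.98 from camera), 0.12 for 19 glycolysis genes (0.66) and -0.10 for 19 hypertrophic stress genes (0.57), none past the threshold. From the mean fold changes of selected transcripts, the paper proposes greater mechanical work, metabolic stress and matrix expansion in untreated than in treated mice.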

Untreated mice expressed higher levels of transcripts encoding contractile proteins (*Myh7*, *Mybpc3*, *Myom1*, *Myom2* and *Ttn*), associated with hypertrophic growth (*Ank2*, *Daam1*, *Fhl*, *Trim 63* and *Yap*) and enabling a metabolic shift from normal fatty acid utilization (*Fabp*, higher in treated mice) toward glycolysis (*mTOR*, *Prkag2* and *HK1*). 

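*Myh6*, the edited gene, lies on chromosome 14 of mm10 from 54941921 to 54966607. It was expressed at 3194 ± 677 RPKM (SD, n = 3) in treated and 5447 ± 290 RPKM (SD, n = 6) in untreated mice, with 5054 RPKM in untreated replicate 1. Its log2 fold change was -0.86 (SE 0.16, adjusted p = 0.0016 from edgeR). With the table term it was -0.59 (SE 0.21), no longer past the threshold. *Myh7* lies beside it, from 54970688 to 54994549, and reads could be split between these 2 paralogs, since the counting of shared reads is not stated in the text of the paper. *Myh7* was at 446 ± 28.4 RPKM (SD, n = 3) in treated and 647 ± 63.5 RPKM (SD, n = 6) in untreated mice, a log2 fold change of -0.63 (SE 0.15, adjusted p = 0.0048 from edgeR). Untreated replicate 1 had 528.7 RPKM, above all 3 treated libraries, for a log2 ratio of -0.25 within the first table.
The other contractile transcripts were also lower in treated mice, with log2 fold changes of -0.43 for *Mybpc3* (adjusted p = 0.027 from edgeR), -1.03 for *Myom1* (0.0015), -0.90 for *Myom2* (0.0030) and -0.98 for *Ttn* (0.0057). *Mybpc3* was not under 0.05 in 6 of the 9 fits that each left out one library, with log2 fold changes from -0.52 to -0.37. *Ttn*, whose exons span 107966 bases, was at 0.08 once the trend with transcript length was removed. Among the hypertrophic growth transcripts, *Ank2* (-0.79, adjusted p = 0.0023 from edgeR), *Daam1* (-1.02, 5.8e-04) and *Yap1* (-0.48, 0.0029) were lower in treated mice. *Fhl1*, at -0.72 (SE 0.34, adjusted p = 0.093 from edgeR), differed by less than its error allows to call. *Trim63* was at 59.1 ± 4.60 RPKM (SD, n = 3) in treated and 46.1 ± 11.4 RPKM (SD, n = 6) in untreated mice, a log2 fold change of 0.28 (SE 0.14, adjusted p = 0.11 from edgeR), with 68.3 RPKM in untreated replicate 1 and a mean of 41.7 in the other untreated mice. Within the first table its log2 ratio was -0.21.
Of the metabolic transcripts, *Fabp3* was higher in treated mice at 0.48 (SE 0.12, adjusted p = 0.0074 from edgeR), and -0.08 with the length trend removed. *Fabp5* was higher at 2.15 (SE 0.31, adjusted p = 6.7e-04 from edgeR), from 58 to 128 reads per library, with 11.1 RPKM in untreated replicate 1 against a mean of 3.44 in the other untreated mice. *Mtor* (-0.82, adjusted p = 9.1e-04 from edgeR), *Prkag2* (-0.47, 0.0098) and *Hk1* (-0.87, 0.0010) were lower in treated mice.
Over the 20 genes of this and the next group of transcripts, 15 were under an adjusted p of 0.05 over all genes, and 17 when adjusted over the list alone, all in the direction the paper gives. In 12 of the 20 the groups did not overlap, as in 3601 of the 9978 tested genes, where chance gives 2.4%. Within the first table all 20 ratios had the direction of the paper, and in 19 every treated library lay beyond untreated replicate 1. For comparison, all treated libraries lay below untreated replicate 1 in 40.6% of the tested genes. With the trend across transcript length removed, 7 of the 20 were under 0.05 in the direction of the paper, and with the table term in the fit 0 were.

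**Figure D2:**
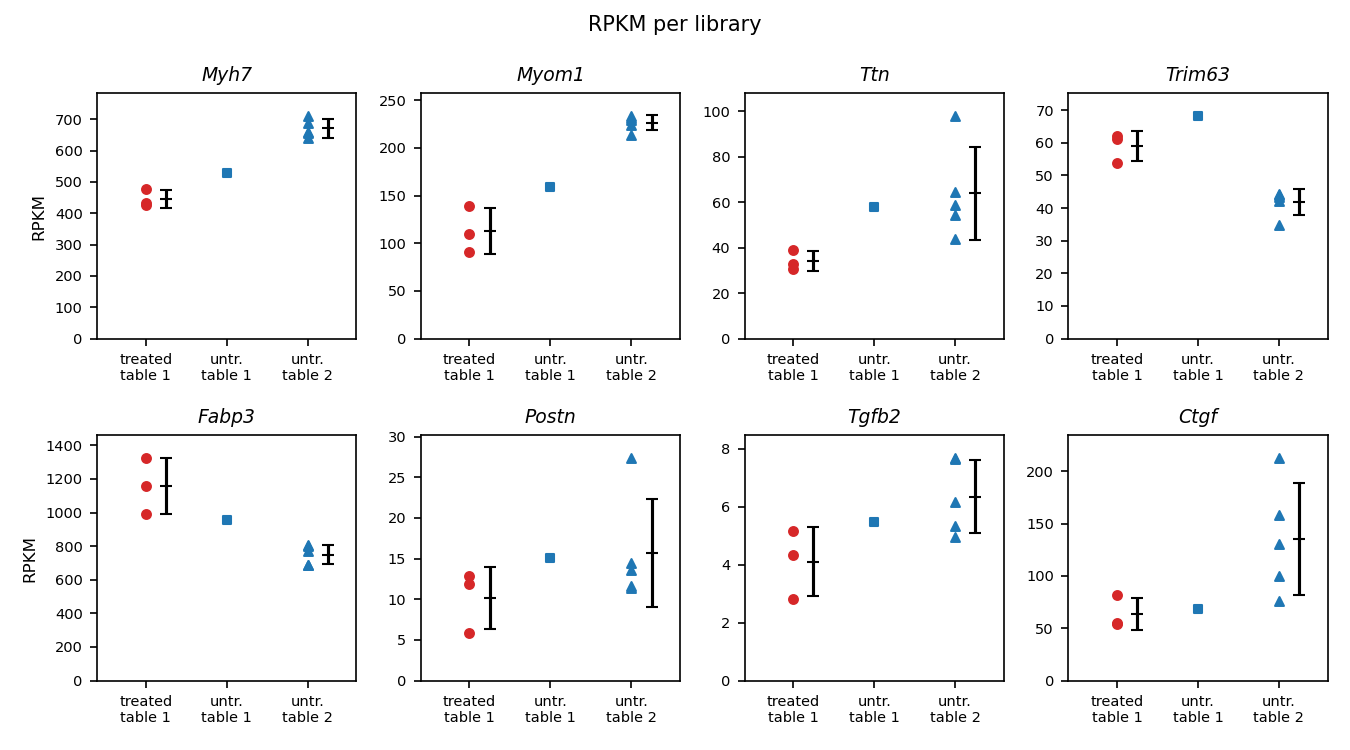
RPKM of 8 transcripts in each library, with RPKM on each vertical axis and the group and table on the horizontal axis. Points are libraries, bars are the mean and SD of the 3 treated libraries and of the 5 untreated libraries of the second table; for *Trim63*, untreated replicate 1 at 68.3 RPKM is above every other library.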

Consistent with histopathologic findings (Figs. 2c and 3b), the expression of fibrogenic genes (*Col6a5*, *Col6a6*, *Postn*, *Tgfb2* and *Ctgf*) were higher in untreated versus treated mice.

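Of the fibrogenic genes, *Tgfb2* was at 4.11 ± 1.18 RPKM (SD, n = 3) in treated and 6.21 ± 1.19 RPKM (SD, n = 6) in untreated mice, a log2 fold change of -0.70 (SE 0.21, adjusted p = 0.017 from edgeR). It lost this call without treated replicate 1, at -0.48. *Ctgf* was at 63.6 ± 15.7 RPKM (SD, n = 3) in treated and 124 ± 55.1 RPKM (SD, n = 6) in untreated mice, with a log2 fold change of -1.07 (SE 0.35, adjusted p = 0.024 from edgeR). Untreated replicate 1 had 68.0 RPKM of *Ctgf*, below 1 of the 3 treated libraries, so the difference within the first table was -0.09, and the call was lost without treated replicate 1 or 3. On the log2(RPKM + 1) scale with limma, its change of -0.87 was not under 0.05 either. *Postn* was at 10.2 ± 3.79 RPKM (SD, n = 3) against 15.6 ± 5.98 RPKM (SD, n = 6), a log2 fold change of -0.71 (SE 0.31, adjusted p = 0.071 from edgeR, 0.046 when adjusted over the list alone), and untreated replicate 6 had the highest value, 27.4 RPKM.
*Col6a5* and *Col6a6* were below the expression limit and were compared on log2(RPKM + 1), a scale that understates changes of low transcripts. *Col6a5* was at 0.346 ± 0.338 RPKM (SD, n = 3) in treated and 1.04 ± 0.916 RPKM (SD, n = 6) in untreated mice (exact permutation test, two-sided, p = 0.179), and 2.86 RPKM of untreated replicate 1 raised the mean from 0.674 in the others. *Col6a6* was at 0.946 ± 0.401 RPKM (SD, n = 3) in treated and 1.80 ± 0.408 RPKM (SD, n = 6) in untreated mice, with every treated library below every untreated one (exact permutation test, two-sided, p = 0.012). Without treated replicate 2 this difference was no longer under 0.05.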

### Assessment of genome-wide off-target editing

Distinct from bystander editing (in proximity to the target nucleotide), off-target editing occurs when ABE8e binds distinct genomic loci with homology to the guide sequence. We used CIRCLE-seq to identify potential genome-wide off-target loci (Extended Data Fig. 8 and Supplementary Tables 4 and 5) that could be bound by the sgRNA-SpCas9-NG complex^32^. After PCR amplification of potential off-target editing loci from genomic LV DNA, we performed next-generation sequence analyses. Many of the top identified loci fell in repetitive sequences that we could not specifically PCR amplify to assess editing, but we suggest that off-target editing within such repetitive sequences would be unlikely to be deleterious. Out of 16 successfully amplified potential off-target loci, low (<0.25%) but statistically significant editing occurred at three sites in 5-week-old treated mice (Extended Data Fig. 8a and Supplementary Table 4). Analyses of treated and untreated 30-week-old mice (Extended Data Fig. 8b and Supplementary Table 4) revealed 8.3% ± 1.1% A>G editing at off-target site 11, an intergenic chromosome 3 region that is 26 kb from the nearest predicted gene (*Gm26107*) with unknown functions. Four other tested loci residing at intergenic or intronic regions had low but statistically significant off-target editing (<0.4% at each site).

### Assessment of editing across the transcriptome

Cellular RNA is a known substrate of ABE8e, and off-target RNA editing was reported after lipofection of ABE8e into HEK293T cells^20^. We assessed off-target RNA editing by quantifying A-to-I nucleotide changes in LV RNA-seq data obtained from treated and untreated R403Q mice. Similarly to previous analyses of animals treated with AAV vectors encoding constitutively expressed ABEs^33,34^, no significant differences were observed in the frequency of A-to-I RNA nucleotide changes in treated and untreated mice (Extended Data Fig. 8c).

### Eliminating mutant alleles with Cas9 nuclease to prevent HCM

As RNAi selectively silences R403Q transcripts in mice and prevents HCM development for approximately 6 months without adverse consequences^14^, we explored the effects of base editors to permanently inactivate the mutant allele. This strategy could overcome the need to design base editors to specifically correct each pathogenic variant by editing common, benign polymorphisms to yield allele-specific, frameshift inactivation. Moreover, as human genomic data indicate that loss of functional variants in one myosin allele are tolerated (*MYH7* pLI = 0), half of the normal myosin gene dosage appears adequate for proper cardiac function in mice^35^ and humans.

We aimed to selectively inactivate the R403Q allele in cardiomyocytes, by introducing indels with *S. aureus* Cas9 nuclease expressed via the *Tnnt2* promoter. Unlike ABEs, the therapeutic cargo of *S. aureus* Cas9 nuclease and sgRNA can be packaged into a single AAV9 vector (Extended Data Fig. 2). We designed the sgRNA for the *S. aureus* Cas9 nuclease so that the target R403Q is within the spacer region, directly adjacent to the PAM site (Fig. 4a). After nuclease cleavage of DNA, non-homologous end-joining events will inactivate mutant alleles. Although this design specifically targeted the R403Q variant, similar approaches could effectively target common heterozygous variants that are specific to the myosin gene copy with any HCM pathogenic variant.

**Fig. 4:**
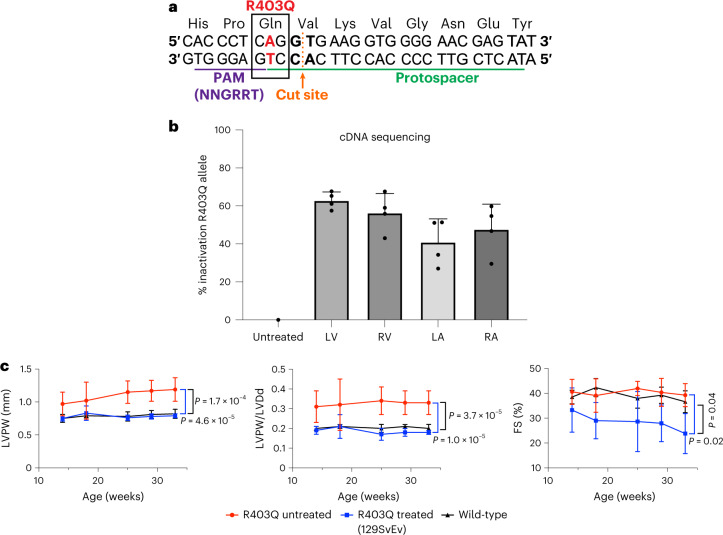
AAV9-Cas9 silencing of the pathogenic variant R403Q and cardiac function in R403Q-129SvEv mice. **a**, Schematic of the genomic sequence surrounding the HCM R403Q pathogenic variant, showing the pathogenic variant R403Q (numbered according to the human *MYH7* amino acid residues) and flanking amino acid residues (N, amino terminus; C, carboxyl terminus). The *S. aureus* Cas9 nuclease protospacer (green line), PAM site (purple line) and double-stranded cleavage position of the nuclease (dotted orange line) are shown. **b**, The percent of inactivation of the R403Q allele after 1 × 10^13^ vg kg^−1^ of AAV9-Tnnt2-*S. aureus*-Cas9 (designated AAV9-Cas9) was assessed by sequencing *Myh6* cDNA, amplified from RNA extracted from each cardiac chamber of surviving R403Q-129SvEv mice (*n* = 4 males) at 33 weeks. The percentage of inactivation of the pathogenic variant R403Q was calculated as: (1 − (total number of R403Q reads, divided by total number of WT reads)) multiplied by 100. **c**, Longitudinal echocardiographic measurements (defined in Fig. 2) of the LVPW (left panel), LVPW/LVDd ratio (middle panel) and %FS (right panels) in WT R403Q-129SvEv (*n* = 4 males; black line), untreated R403Q-129SvEv (*n* = 10 males, red line) and treated (AAV9-Cas9) R403Q-129SvEv (*n* = 5 males; blue line) mice. Note impaired contractile function (FS <40%) in treated mice. Data are presented as mean values ± s.d., and significance was assessed by two-tailed *t*-test (Supplementary Information). Source data

After intra-thoracic injection delivery of AAV9-Cas9 nuclease (1.1 × 10^13^ vg kg^−1^) to R403Q-129SvEv mice (*n* = 5) (Fig. 1b), we assessed inactivation of the R403Q allele using RT–PCR amplification of LV RNA and high-throughput sequence analyses. Few transcripts contained frameshifts, presumably because most mRNAs transcribed from indel alleles underwent nonsense-mediated decay. As such, we calculate the percent of R403Q allele inactivation as (1 – (total number of R403Q reads, divided by total number of WT reads)) multiplied by 100.

AAV9-Cas9 nuclease efficiently inactivated the R403Q in cardiac ventricles (LV: 63% ± 5%; RV: 56% ± 10%) but less so in atria (LA: 41% ± 12%; RA: 48% ± 13%; ventricular versus atria, inactivation: *P* = 0.01; Fig. 4b). Echocardiography of treated mice showed no development of LVH or ventricular remodeling, unlike untreated R403Q-129SvEv mice (Fig. 4c, panels LVPW and LVPW/LVDd). However, the contractile function (LV FS) of treated mice decreased by 12 weeks of age and remained significantly reduced throughout the 33 weeks of study (Fig. 4c).

We assessed whether the deleterious consequences of Cas9 treatment reflected non-specific toxicity caused by Cas9 protein or unintended targeting of the WT allele by treating WT mice for 30 weeks with 1.1 × 10^13^ vg kg^−1^ of AAV9-Cas9 nuclease with (*n* = 2) and without (*n* = 2) sgRNA. All WT mice remained healthy and had normal cardiac function (FS: 40% ± 4% with guide; 39% ± 8% without guide). However, high-throughput sequencing revealed that mice receiving AAV9-Cas9 nuclease and sgRNA had disruption of ~9% of the WT allele despite the one nucleotide mismatch to the sgRNA (Extended Data Fig. 9a; *P* = 0.001).

From these data, we deduced that cardiac dysfunction in heterozygous R403Q mice receiving high doses of AAV9-Cas9 nuclease with targeting sgRNA likely reflected unintended disruption of the WT allele. This event could result in hemizygous R403Q cardiomyocytes with profoundly depressed contractile performance—similar to mice with homozygous R403Q alleles that die as neonates^36^. Alternatively, concurrent disruption of the WT allele and the introduction of an indel in the R403Q allele could ablate *Myh6* expression and cause cardiomyocyte lethality.

We then studied the effects of three doses—low (1.1 × 10^12^ vg kg^−1^), medium (5.4 × 10^12^ vg kg^−1^) and high (1.1–2.2 × 10^13^ vg kg^−1^)—of AAV9-Cas9 with sgRNA delivered to R403Q-129SvEv/S4 mice. High-throughput sequencing of the target site in LV gDNA revealed a dose-dependent increase in the percentage of indels (Fig. 5a). We observed a strong correlation between viral dose and the percent of the R403Q allele inactivation from high-throughput sequencing of cDNA (*P* = 1 × 10^−6^, *r* = 0.69; Fig. 5b). Inactivation of the R403Q allele was significantly higher in ventricles (mean inactivation: 72% ± 3%) than atria (mean inactivation: 57% ± 3%, *P* = 0.0007; Fig. 5b).

**Fig. 5:**
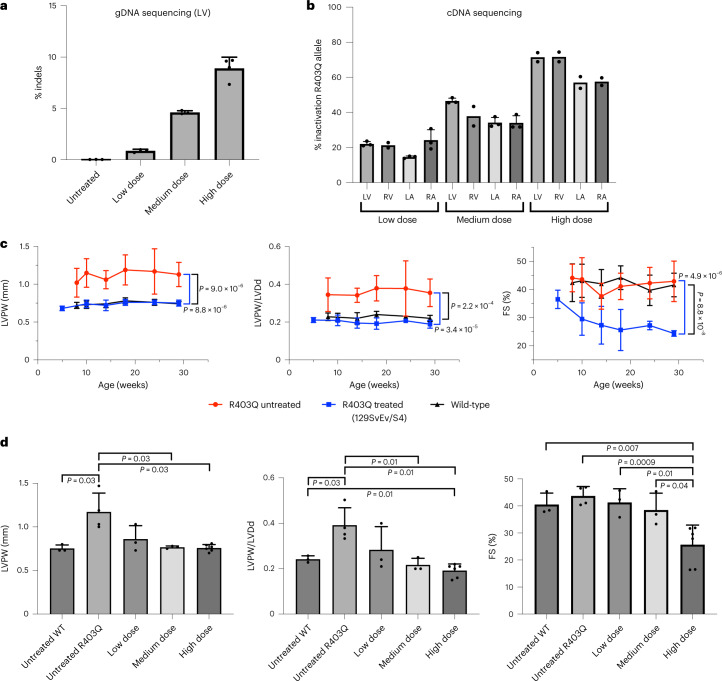
Assessment of R403Q-allele inactivation and echocardiographic findings in R403Q-129SvEv/S4 mice treated with low, medium and high doses of AAV9-Cas9. **a**, Percent of R403Q alleles with indels in three untreated male or AAV9-Cas9 treated (low dose: *n* = 1 male, 2 females; medium dose, *n* = 3 females and high dose, *n* = 4 females) R403Q-129SvEv/S4 mice was assessed by next-generation sequencing of PCR-amplified LV gDNA and analyzed using CRISPResso2. **b**, *Myh6* cDNAs, amplified from RNAs extracted from each cardiac chamber of R403Q-129SvEv/S4 mice, treated with low (1.1 × 10^12^ vg kg^−1^; *n* = 1 male, 2 females), medium (5.4 × 10^12^ vg kg^−1^; *n* = 3 females) and high (2.2 × 10^13^ vg kg^−1^; *n* = 2 females) doses of AAV9-Cas9 for 18–33 weeks. The percentage of inactivation of the pathogenic variant R403Q was calculated as: (1 – (total number of R403Q reads, divided by total number of WT reads)) multiplied by 100. **c**, Longitudinal echocardiographic measurements LVPW, LVPW/LVDd and FS (defined in Fig. 2) in WT 129SvEv/S4 (*n* = 5 males, 5 females, black line) and untreated R403Q-129SvEv/S4 (*n* = 5 males, 6 females, red line) and treated (AAV9-Cas9 2.2 × 10^13^ vg kg^−1^) R403Q-129SvEv/S4 (*n* = 6 females, blue line). Note impaired contractile function (FS <40%) in high-dose-treated mice. **d**, Echocardiographic measurements of LVPW thickness, LVPW/LVDd ratio and FS (defined in Fig. 2) in R403Q-129SvEv/S4 mice at 20 weeks of age treated with low (1.1 × 10^12^ vg kg^−1^, *n* = 1 male, 2 females), medium (5.4 × 10^12^ vg kg^−1^, *n* = 3 females) and high (2.2 × 10^13^ vg kg^−1^, *n* = 6 females) doses of AAV9-Cas9, compared to untreated WT 129SvEv/S4 (*n* = 3 females) and untreated R403Q-129SvEv/S4 (*n* = 4 females) mice. Note that one mouse treated with the low dose had increased LVPW and increased LVPW/LVDd, indicating a non-therapeutic response. Data are presented as mean values ± s.d., and significance was assessed by two-tailed *t*-test (Supplementary Information). Source data

Analyses of LV gDNA also indicated that Cas9 nuclease caused significant and dose-dependent loss of the WT allele over time (Extended Data Fig. 9b,c). Tissues harvested at 5 weeks showed no loss of the WT allele in mice treated with any tested dose, although loss of the R403Q allele was evident with the medium or high dose. Analyses of treated mice at 30 weeks showed that high dose of AAV9-Cas9 caused loss ~4% of the WT allele, corresponding to allelic loss in ~8% of cells. Because cardiomyocytes comprise approximately 25% of cardiac cells and nuclease expression was restricted to cardiomyocytes, we estimate that 32% of cardiomyocytes carried a disrupted WT *Myh6* allele in mice treated with the high dose of AAV9-Cas9. Disruption of *Myh6* in the liver, lung, gonad and skeletal muscle of animals treated with high doses of AAV9-Cas9 was not observed (Extended Data Fig. 10).

Serial echocardiography also showed dose-dependent responses to Cas9 nuclease treatment. High-dose treatment prevented the emergence of LVH (Fig. 5c,d) but consistently depressed contractile function (Fig. 5d). Two mice with depressed FS and enlarged LV developed heart failure (fluid retention, low food intake and lethargy), necessitating sacrifice at 21 weeks. Although the remaining mice treated with a high dose of AAV9-Cas9 survived throughout the 33 weeks of study, none recovered normal cardiac contractility.

In contrast, mice treated with medium and low doses survived and had similar vitality to WT mice. There were also no significant differences in mean contractility or mean ventricular dimensions among mice treated with medium or low dose nor between either medium or low dose and WT mice (Fig. 5D). LV wall thickness remained normal in all mice treated with the medium dose; however, one mouse treated with the low dose developed LVH and reduced LV volumes (Fig. 5d; highest LVPW/LVDd value). Analyses showed similar inactivation of the R403Q allele among all low-dose-treated mice (Extended Data Fig. 9), thereby excluding technical issues with AAV administration.

From these data, we conclude that low doses of Cas9 nuclease were inadequate to consistently inactivate the R403Q allele in mice, whereas high doses corrected hypertrophy but led to depressed contractile shortening. The medium dose appears to comprise a suitable intermediate that consistently corrected hypertrophy and did not result in heart dysfunction.

## Discussion

We demonstrate efficient and durable in vivo base editing of a pathogenic single-nucleotide variant in myosin that is abundantly and selectively expressed in cardiomyocytes. Correction of ~70% of ventricular R403Q transcripts was sufficient to prevent the morphologic, histopathologic and molecular hallmarks of HCM in mice. Further development and translation of this approach to correct the most serious human pathogenic variants would have considerable clinical impact and the potential to cure HCM and other genetic cardiomyopathies.

Similarly to our previous studies that employed RNAi to selectively silence the R403Q allele, we found that permanent genomic correction of all cardiomyocytes was unnecessary to prevent the emergence of HCM. snRNA-seq showed that ~55% of LV cardiomyocytes expressed ABEs, providing a lower-bound estimate due to limited sequencing read depth, whereas targeted sequencing of *Myh6* transcripts showed editing in over 70% of R403Q alleles. As there were no overt functional consequences in mice with variable amounts of editing within or between cardiac chambers, tissue mosaicism comprising corrected and uncorrected cardiomyocytes was not deleterious. Editing of atria was less efficient compared to ventricles, perhaps reflecting lower atrial coronary blood flow and perfusion pressures^37,38^ that limited vector delivery. An additional dose improved atrial editing, which could prevent atrial remodeling that increases atrial fibrillation and thromboembolic events in patients with HCM^4^. Longitudinal studies are needed in larger animals to discern if gene editing or silencing influences cardiac hemodynamics and arrhythmic susceptibility.

We observed modest bystander editing only on the R403Q allele, indicating preferential editing of the target nucleotide. Bystander edits could substitute the normal lysine (position 405) with an arginine (no change in charge), glutamic acid or glycine (both change the charge). These substitutions are absent from population (gnomAD^39^) and disease (ClinVar;^40^ Cardiomyopathy^3^) databases. We also observed very low off-target editing at 5 of 16 potential loci, but, at longer durations of exposure to the editor, one site reached ~8% editing efficiency. Off-target loci were within mouse intronic or intergenic genomic regions. Although neither bystander nor off-target editing caused adverse outcomes in treated mice, further studies in human cells and non-human primates are needed to define long-term risk. Pre-clinical studies might also explore weaker cardiac promoters and ABEs with reduced off-target editing, such as ABE8e-V106W^41^, ABE7.10 (ref. ^42^) and ABE8.17 or ABE8.20 (ref. ^43^).

An important obstacle to treating all patients with HCM is the considerable diversity of pathogenic variants (including over 250 myosin missense residues), which makes clinical development of single-variant correction approaches difficult. We demonstrate that gene disruption by nucleases can address multiple dominant variants, such as R403Q, in genes that tolerate haploinsufficiency. Although this approach successfully prevented LVH in R403Q mice, high doses of AAV-Cas9 nuclease also disrupted the WT allele and likely accounted for impaired cardiac contractility. Using higher-fidelity Cas nuclease variants or prime editors^44,45^ may enhance allelic specificity and pose lower risks for inactivating the WT allele.

The phenotypic improvements in edited mice with rapid and insidious onset of HCM indicated a broad clinical window of opportunity to correct the consequences of pathogenic variants. The delivery of editors within weeks of the predicted time for LVH appearance in R403Q-129SvEv/S4 mice was as effective in preventing HCM as treating R403Q-129SvEv mice many months before disease develops. In addition to preventing morphologic and histopathological abnormalities, transcriptional signatures of gene programs, indicating cardiomyocyte hypertrophy, metabolic stress and activation of fibrogenesis, were normalized in both HCM models.

We expect that the temporal proximity of an effective preventive intervention and disease onset will be an advantageous feature for clinical translation of these approaches. Recent clinical studies have defined biomarkers that identify carriers of pathogenic variants with imminent onset of HCM^46^. We expect that these biomarkers will appropriately optimize the timing for productive genetic interventions while withholding these interventions from carriers of pathogenic variants with additional years of good health.

In conclusion, we established therapeutic windows, risks and opportunities in a mammalian model for base editor and Cas9 nuclease interventions to prevent HCM. These can form the basis of one-time cures for cardiomyopathies.

## Methods

Mouse experiments were reviewed and approved by the Harvard Medical School Animal Care and Use Committee and complied with all relevant ethical regulations. No data points were excluded from analyses. Source data for all experiments are provided as individual .xlsx files.

### Mouse husbandry and AAV9 administration

Mice strains used in these studies included 129S6/SvEvTac from Taconic Biosciences (https://www.taconic.com) and 29S4/SvJaeJ (009104) from Jackson Laboratory (https://www.jax.org). All mice were maintained in a virus-free animal facility with 12-hour dark/light cycles and ambient temperature and humidity.

A mouse model of HCM was previously constructed^11^ by introducing a heterozygous missense residue R403Q into the α-cardiac myosin heavy chain gene (*Myh6*) of 129SvEv mice (designated as R403Q-129SvEv). As only male R403Q-129SvEv mice consistently develop LVH and myocardial fibrosis by 20–25 weeks, treatment effects on cardiac morphology were studied only in male mice. Treated female R403Q-129SvEv mice were studied to assess editing efficiencies. Both male and female F1 hybrid R403Q-129SvEv and 129S4/SvJaeJ mice (designated R403Q-129SvEv/S4) exhibit HCM phenotypes of LVH and myocardial fibrosis by 8–10 weeks, and both sexes were studied to assess treatment effects of editing or silencing efficiency.

Intra-thoracic administration of viruses to neonatal and adult mice was performed as previously described^14,23^ using injection of a single bolus (10 ml kg^−1^) via a 30-gauge needle inserted through the diaphragm by a subxiphoid approach into the inferior mediastinum, avoiding the heart and the lung.

### Echocardiographic assessment of mouse heart function and morphology

Serial in vivo echocardiography was performed in lightly anesthetized mice (heart rate ≥500 bpm) with body temperature maintained at 37 °C using Vevo 2100 (FUJIFILM VisualSonics) at 2–4-week intervals as described^12,21^. When anesthesia was discontinued, two-dimensional and M-mode images (parasternal long axis and short axis) of the LV and LA were obtained. Chamber dimensions (LVDd, LVDs, interventricular septal thickness (IVS) and LVPW thickness) were averaged from M-mode tracings from three consecutive heartbeats. Echocardiographic measurements were performed by an experienced observer blinded to mouse genotype.

### Cardiac histology and assessment of fibrosis

Sections (5 μm) of paraffin-embedded hearts were stained with Masson trichrome and photographed on a light microscope (Keyence) as described^12,14,21^. Fibrotic area and collagen fibers (in percent) were assessed using BZ-II Analyzer software (Keyence) from images taken with ×20 objective lens (BZ-9000, Keyence). Paraffin-embedded hearts were sectioned to obtain short-axis, two-chamber views at a minimum of five levels from the apex to the base; each level was ~50 μm apart. Areas containing valve tissue were manually excluded.

### AAV vector production

AAV vectors were produced by the MEEI/SERI Gene Transfer Vector Core (https://www.vdb-lab.org/vector-core/) as previously described^47^. In brief, vector preparations were generated by polyethylenimine (PEI) (Polysciences, 24765-2) triple transfection of pkAAV2/9, pALD-X80 and the plasmids containing the different transgenes in HEK293 cells (Lonza, and not authenticated) seeded into ten-layer HYPERFlasks using a PEIMax/DNA ratio of 1.375:1 (v/w). Three days after transfection, vectors were harvested from the HYPERFlasks using Benzonase (EMD Millipore, 1016970010) to degrade DNA/RNA. Twenty-four hours after harvesting, the vectors were concentrated by tangential flow filtration and purified by iodixanol gradient ultracentrifugation. Vector titers were calculated by digital droplet PCR according to a previously published protocol^48^.

AAV9 contained cloned plasmids, Cas9-nickase and base editors. Plasmid pAAV-Tnnt-eGFP.RBG^14^ plasmid contains an eGFP transgene expressed under the control of a cardiac troponin T promoter (Tnnt) and a rabbit beta globin (RBG) polyadenylation signal. Plasmid pAAV-CMV-mScarlet.WPRE.bGH (https://www.vdb-lab.org/vector-core/) expresses the mScarlet fluorescent protein under the control of the ubiquitous cytomegalovirus (CMV) promoter and contains a woodchuck hepatitis virus post-transcriptional regulatory element (WPRE) and a bovine growth hormone (bGH) polyadenylation signal.

A variant of *S. pyogenes* Cas9-nickase, SpCas9-NG, was used to target the base editor to the R403Q pathogenic variant. This Cas9-nickase was selected because it recognizes a particular PAM NG site (Fig. 1; the non-canonical NGNG sequence) with high efficiency. A PAM NGNG sequence is present in *Myh6* DNA in SvEv and SvEv/S4 mice as well as the homologous site in humans.

The ABE8e-SpCas9-NG base editor (abbreviated in the text as ABE8e) was cloned into established dual-vector split-intein base editor AAV genome plasmids (Addgene plasmids 137176 and 137177) as described^17,49^. However, we replaced the ubiquitously expressing synthetic Cbh promoter with the cardiomyocyte-specific chicken cardiac troponin T promoter (*Tnnt2*)^14^, encoded on a ~800-bp oligonucleotide (gBlock, Integrated DNA Technologies) and XbaI/AgeI-digested AAV9 plasmids. The two DNA molecules were combined using isothermal assembly in NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs (NEB), E2621S).

The selected protospacer (Fig. 1a) places the target R403Q mutant nucleotide at position 5, which is optimal for adenine base editing^18,19^. This protospacer sequence targeting the pathogenic variant R403Q was cloned into the sgRNA cassette in AAV genome vectors as previously described^17^. AAV genome vectors were digested with BsmBI and ligated with pre-annealed oligos encoding the spacer sequence.

Forward oligo: **CACC** GCCTCAGGTGAAGGTGGGGAA

Reverse oligo: **AAAC** TTCCCCACCTTCACCTGAGG

Overhang nucleotides that mediate proper annealing into the sgRNA expression cassette are bolded. Plasmids were purified in high yield and purity by Aldevron for AAV generation.

### High-throughput sequencing of target genomic loci

High-throughput sequencing of gDNA was performed as previously described^49^. Primers for amplification of the Myh6 R403 locus from mouse genomic DNA were:

mMYH6F: 5′-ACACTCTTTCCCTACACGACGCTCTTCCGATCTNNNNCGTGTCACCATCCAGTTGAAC -3′

mMYH6R: 5′-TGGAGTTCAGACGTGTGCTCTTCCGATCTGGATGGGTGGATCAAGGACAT-3′

Underlined sequences represent adapters for Illumina sequencing. Primers used to amplify off-target loci are provided in Supplementary Table 4. After Illumina barcoding, PCR products were pooled and purified by electrophoresis with a 1% agarose gel using a Monarch DNA Gel Extraction Kit (NEB), eluting with 30 μl of water. DNA concentration was quantified with Qubit dsDNA High Sensitivity Assay Kit (Thermo Fisher Scientific) and sequenced on an Illumina MiSeq instrument (single-end read, 250–300 cycles) according to the manufacturer’s protocols. Alignment of FASTQ files and quantification of editing frequency were performed using CRISPResso2 (ref. ^50^) in batch mode with a window size of 20 nucleotides (nt).

### SpCas9 nuclease purification for experimental off-target identification

SpCas9-NG nuclease was cloned into a pET42b plasmid for bacterial expression using a 6xHis purification tag (Addgene, 194705). BL21 Star DE3 chemically competent cells (Invitrogen, C601003) were transformed with the plasmid and picked into 2×YT media supplemented with 25 µg ml^−1^ kanamycin for overnight growth at 37 °C. The next day, 1 L of pre-warmed 2×YT + 25 µg ml^−1^ kanamycin was inoculated at optical density (OD) 0.03 and shaken at 37 °C for about 3 hours until OD reached 0.8. Culture was cold-shocked in an ice water slurry for 1 hour, after which protein expression was induced by the addition of 1 mM IPTG. Culture was shaken at 16 °C for 16 hours to express protein. Cells were pelleted at 6,000*g* for 20 minutes and stored at −80 °C. The next day, cells were resuspended in 30 ml of cold lysis buffer (1 M NaCl, 100 mM Tris-HCl pH 7.0, 5 mM TCEP and 20% glycerol, with three tablets of complete, EDTA-free protease inhibitor cocktail) (MilliporeSigma, 4693132001). Cells were lysed by sonification at 4 °C for a total treatment of 7.5 minutes, providing time to cool after every 3 seconds of treatment. Cell lysate was clarified for 20 minutes using 20,000*g* centrifugation at 4 °C. Supernatant was collected and added to 1.5 ml of Ni-NTA resin slurry (G-Biosciences, 786-940, pre-washed once with lysis buffer). Protein-bound resin was washed twice with 12 ml of lysis buffer in a gravity column. Protein was eluted in 3 ml of elution buffer (200 mM imidazole, 500 mM NaCl, 100 mM Tris-HCl pH 7.0, 5 mM TCEP and 20% glycerol). Eluted protein was diluted in 40 mL of low salt buffer (100 mM Tris-HCl, pH 7.0, 5 mM TCEP and 20% glycerol) just before loading into a 50-ml ÄKTA Superloop for ion exchange purification on the ÄKTA pure 25 FPLC. Ion exchange chromatography was conducted on a 5-ml GE Healthcare HiTrap SP HP pre-packed column. After washing the column with 15 ml of low salt buffer, the diluted protein was flowed through the column to bind. The column was washed in 15 ml of low salt buffer before being subjected to an increasing gradient to a maximum of 80% high salt buffer (1 M NaCl, 100 mM Tris-HCl pH 7.0, 5 mM TCEP and 20% glycerol) over the course of 50 ml, at a flow rate of 5 ml min^−1^. Then, 1-ml fractions were collected during this ramp to high salt buffer. Peaks were assessed by SDS-PAGE to identify fractions containing the desired protein, which were pooled and concentrated using an Amicon Ultra 15-ml centrifugal filter (100-kDa cutoff). SDS-PAGE stained with InstantBlue (Expedeon, SKU ISB1L) was used to visualize the purity after each step. Concentrated protein was quantified using a BCA assay (Thermo Fisher Scientific, 23227); the final concentration was 86.4 µM.

### Off-target identification by CIRCLE-seq

gDNA from HEK293T cells was isolated using Gentra Puregene Kit (Qiagen) according to the manufacturer’s instructions. CIRCLE-seq was performed as previously described^32,51^. Purified gDNA was sheared with a Covaris S2 instrument to an average length of 300 bp. The fragmented DNA was end-repaired, A-tailed and ligated to a uracil-containing stem-loop adaptor, using KAPA HTP Library Preparation Kit, PCR Free (KAPA Biosystems). Adaptor-ligated DNA was treated with Lambda Exonuclease (NEB) and *Escherichia coli* Exonuclease I (NEB) and then with USER enzyme (NEB) and T4 polynucleotide kinase (NEB). Intramolecular circularization of the DNA was performed with T4 DNA ligase (NEB), and residual linear DNA was degraded by Plasmid-Safe ATP-dependent DNase (Lucigen). In vitro cleavage reactions were performed with 250 ng of Plasmid-Safe-treated circularized DNA, 90 nM of SpCas9-NG protein, Cas9 nuclease buffer (NEB) and 90 nM of synthetic chemically modified, slow-annealed sgRNA (Synthego), in a 100-µl volume. The cleavage reaction was stopped by the addition of 10 µl of Proteinase K (NEB, diluted in water to 200 U ml^−1^). Cleaved products were A-tailed, ligated with a hairpin adaptor (NEB), treated with USER enzyme (NEB) and amplified by PCR with barcoded universal primers NEBNext Multiplex Oligos for Illumina (NEB), using Kapa HiFi Polymerase (KAPA Biosystems). Libraries were sequenced with 150-nt paired-end reads on an Illumina MiSeq instrument. CIRCLE-seq data analyses were performed using open-source CIRCLE-seq analysis software and default recommended parameters (https://github.com/tsailabSJ/circleseq). We selected the top 16 off-target sites at which the greatest number of read counts mapped to analyze, but most of these were in repetitive elements and could not be specifically PCR amplified. We then sequenced the top 16 sites that did not share the sequence signature of the repetitive element and successfully amplified and measured editing at these sites.

### Analyses of total RNA by RNA-seq and Myh6 RNA by RT–PCR

Total RNA for RNA-seq analyses and for analysis of Myh6 RNA and snRNA-seq was prepared as described previously^14,31^. Mouse hearts were washed in ice-cold PBS to remove contaminating blood. Left ventricular tissue from mice (ages 42–56 weeks) was collected for RNA extraction. Tissue was homogenized in TRIzol Reagent (Life Technologies) with TissueLyzer (Qiagen), and RNA was extracted by conventional methods. Preparation of libraries and sequencing was described in detail previously^14,21,31^. In brief, two rounds of mRNA purification (polyA selection) were performed on 2 μg of total RNA using Dynabeads mRNA DIRECT Kit (Invitrogen). cDNA was generated using the Superscript III First-Strand Synthesis System (Invitrogen), and the subsequent cDNA libraries were constructed using the Nextera XT DNA Sample Preparation Kit (Illumina). Libraries were sequenced on the Illumina HiSeq 2500. Data were normalized to the total number of reads per kilobase of exon per million (RPKM). Reads were aligned to mouse genome sequence (version mm10 (GRCm38) (GenBank ID 326478)) using Spliced Transcripts Alignment to a Reference (STAR).

The relative numbers of mutant (R403Q) and WT R403 sequence (Fig. 1a) were evaluated using RT–PCR as described previously^14^ (primer positions shown in Extended Data Fig. 2). In brief, ~100 ng of total RNA was reverse transcribed using an Myh6-specific primer (Extended Data Fig. 2): RTprimer_Myh6- GCCTTTGATGTGCTGAGCTT

Twenty percent of the subsequent reverse transcriptase product was PCR amplified by two independent primer pairs:

Primer pair 1

Chr14_Ex13_1_1 (Forward): AGCCTGATGGCACAGAAG Chr14_Ex13_1_2 (Reverse): CAAAGCTGTTGAAATCGAAGA

Primer pair 2

Chr14_Ex13_2_1 (Forward): CCATCATGCACTACGGAAAC Chr14_Ex13_2_2 (Reverse): CTGCAGCTTCTCATTGGTGA

Amplified PCR product was converted into a Nextera sequencing library and sequenced on an Illumina MiSeq. Approximately 100,000 reads were obtained per amplified fragment and aligned to the mouse mm10 genome. The numbers of R403, R403Q (Fig. 1a; position 5 A/G) and bystander (Fig. 1a; A10 and A11) containing reads were counted using a custom R script. The script employed the formula:

Percent of R403Q allele inactivation = (1 – (total number of R403Q reads, divided by total number of WT reads)) multiplied by 100.

### snRNA-seq

snRNA-seq was performed as previously described^52^. In summary, nuclei were extracted from excised and snap-frozen tissues using a TissueLyzer (Qiagen) and homogenization buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 10 mM Tris-HCL, 1 mM dithiothreitol (DTT) and 1× protease inhibitor), The homogenate was filtered through a 40-µm strainer (Corning). After centrifugation (500*g*, 5 minutes, 4 °C), the supernatant was removed, and the pellet was resuspended in storage buffer (1× PBS, 4% BSA, 0.2 U µl^−1^ Protector RNaseIn). Nuclei were stained with NucBlue Live ReadyProbes Reagent (Thermo Fisher Scientific), and Hoechst-positive nuclei were purified by fluorescence-activated cell sorting (FACS) (Aria, BD Biosciences). Intact nuclei were further fractionated on the Chromium Controller (10x Genomics) according to the manufacturer’s protocol with a targeted nuclei recovery of 8,000 per run. 3′ gene expression libraries were prepared according to the manufacturer’s instructions of the version 3.1 Chromium Single Cell Reagent Kits (10x Genomics). Libraries were sequenced on a NovaSeq 6000 (Illumina) with a minimum depth of 20,000–30,000 read pairs per nucleus. Reads were aligned to a modified mm10 mouse genome using Cell Ranger (version 3.0.1) to account for the AAV9 genome plasmid. Harmony was used to reduce the contribution of batch effects^53,54^. Louvain clustering and uniform manifold approximation and projection (UMAP) visualization were performed to identify cell types.

### Analysis of transcriptome-wide off-target RNA base editing

Analysis of transcriptome-wide off-target RNA base editing was performed as previously described^20^. In brief, REDItools version 1.3 (ref. ^55^) was used to quantify the average percentage of A-to-I editing among all sequenced adenosines in each sample. Any adenines with a read depth less than 10 or a read quality score below 30 were removed from the analysis. The transcriptome-wide A-to-I editing frequency was calculated as: (number of reads in which an adenosine was called as a guanosine) divided by (total number of reads covering all analyzed adenosines).

### Reporting Summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41591-022-02190-7.

## Supplementary information

Supplementary Information Supplementary Information contains sequences for editor open reading frames, *SaCas9* nuclease and sgRNAs; Extended Data figure legends; and Supplementary Table legends, and it lists the Supplementary Tables and Supplementary Data Source Files for figures and Extended Data figures.

Reporting Summary

Supplementary Tables 1–5 (single workbook).

## Data Availability

Fluorescent plasmids are available through the MEEI/SERI Gene Transfer Vector Core (https://www.vdb-lab.org/vector-core/). All others have been deposited on Addgene (https://www.addgene.org/). Mouse genome sequences (version mm10 (GRCm38)) are available at https://www.genome.ucsc.edu. Sequencing read data are available through the National Center for Biotechnology Information Gene Expression Omnibus database (Superseries accession number GSE220851; individual accession numbers GSE220517, GSE220808 and GSE220811). There are no restrictions on the use of these data. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Source Data for Fig. 1
Source Data Fig. 2 Source Data for Fig. 2
Source Data Fig. 3 Source Data for Fig. 3
Source Data Fig. 4 Source Data for Fig. 4
Source Data Fig. 5 Source Data for Fig. 5
Source Data Extended Data Fig. 4 Source Data for Extended Data Fig. 4
Source Data Extended Data Fig.6 Source Data for Extended Data Fig. 6
Source Data Extended Data Fig. 7 Source Data for Extended Data Fig. 7
Source Data Extended Data Fig. 8 Source Data for Extended Data Fig. 8
Source Data Extended Data Fig. 9 Source Data for Extended Data Fig. 9
Source Data Extended Data Fig. 10 Source Data for Extended Data Fig. 10

# Supplementary material for: Efficient in vivo genome editing prevents hypertrophic cardiomyopathy in mice
**Source:** Nat Med. 2023 Feb 16;29(2):412–21. doi: 10.1038/s41591-022-02190-7
**Supplement:** Supplementary file 1 — Supplementary Information contains sequences for editor open reading frames, SaCas9 nuclease and sgRNAs; Extended Data figure legends; and Supplementary Table legends, and it lists the Supplementary Tables and Supplementary Data Source Files for figures and Extended Data figures.

---

# Efficient in vivo genome editing prevents hypertrophic cardiomyopathy in mice

---

In the format provided by the  
authors and unedited

**Title: *Efficient in vivo Genome Editing Prevents Hypertrophic Cardiomyopathy in Mice***

**Authors:** Daniel Reichart<sup>1,2^</sup>, Gregory A. Newby<sup>3,4,5^</sup>, Hiroko Wakimoto<sup>1^</sup>, Mingyue Lun<sup>1</sup>, Joshua M. Gorham<sup>1</sup>, Justin J. Curran<sup>1</sup>, Aditya Raguram<sup>3,4,5</sup>, Daniel M. DeLaughter<sup>1,5</sup>, David A. Conner<sup>1</sup>, Júlia D. C. Marsiglia<sup>1</sup>, Sajeev Kohli<sup>3,4,5</sup>, Lukas Chmatal<sup>6</sup>, David C. Page<sup>5,6,7</sup>, Nerea Zabaleta<sup>8,9,10</sup>, Luk Vandenberghe<sup>8,9,10</sup>, David R. Liu<sup>3,4,5\*</sup>, Jonathan G. Seidman<sup>1\*</sup>, and Christine Seidman<sup>1,5,11\*</sup>

**Inventory of Supporting Information**

|                                                                                      |         |
|--------------------------------------------------------------------------------------|---------|
| Sequences for editor ORFs, SaCas9 nuclease, and sgRNAs                               | Page 2  |
| Supplementary Table Legends                                                          | Page 10 |
| Supplementary Tables 1-5 (.xls)                                                      |         |
| Supplementary Data Source Files for Figs. 1-5 and Extended Data Figs. 4, 6-10 (.xls) |         |

## Supplementary Information

*ABE8e-NG N-terminal vector ORF sequence (NpuN intein fusion at C-terminus):*

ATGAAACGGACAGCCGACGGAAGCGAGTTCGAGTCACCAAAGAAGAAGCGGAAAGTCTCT  
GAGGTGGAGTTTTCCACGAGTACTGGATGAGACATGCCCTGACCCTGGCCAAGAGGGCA  
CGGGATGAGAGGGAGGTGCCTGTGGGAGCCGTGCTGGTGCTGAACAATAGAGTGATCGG  
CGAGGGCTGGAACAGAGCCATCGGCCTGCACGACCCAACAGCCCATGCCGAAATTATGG  
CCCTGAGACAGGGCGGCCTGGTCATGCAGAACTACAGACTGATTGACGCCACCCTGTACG  
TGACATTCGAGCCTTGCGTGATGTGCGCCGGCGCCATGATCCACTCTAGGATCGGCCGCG  
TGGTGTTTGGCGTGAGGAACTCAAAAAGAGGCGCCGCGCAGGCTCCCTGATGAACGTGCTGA  
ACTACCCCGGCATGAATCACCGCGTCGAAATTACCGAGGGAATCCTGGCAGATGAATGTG  
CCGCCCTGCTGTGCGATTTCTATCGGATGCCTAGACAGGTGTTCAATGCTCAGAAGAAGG  
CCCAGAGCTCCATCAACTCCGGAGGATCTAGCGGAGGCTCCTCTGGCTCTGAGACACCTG  
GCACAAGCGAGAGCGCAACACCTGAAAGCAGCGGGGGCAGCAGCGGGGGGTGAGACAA  
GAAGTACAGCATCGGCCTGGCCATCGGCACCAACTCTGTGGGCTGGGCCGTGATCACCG  
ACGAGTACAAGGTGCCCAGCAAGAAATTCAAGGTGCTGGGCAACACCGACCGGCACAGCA  
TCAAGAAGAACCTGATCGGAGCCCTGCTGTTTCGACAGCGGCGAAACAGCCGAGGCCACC  
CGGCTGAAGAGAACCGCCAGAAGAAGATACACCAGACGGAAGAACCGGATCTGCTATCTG  
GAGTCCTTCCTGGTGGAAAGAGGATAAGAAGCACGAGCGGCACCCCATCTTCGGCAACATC  
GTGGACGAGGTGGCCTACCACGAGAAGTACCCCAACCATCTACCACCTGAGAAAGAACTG  
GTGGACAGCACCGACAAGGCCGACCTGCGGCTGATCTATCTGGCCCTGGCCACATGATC  
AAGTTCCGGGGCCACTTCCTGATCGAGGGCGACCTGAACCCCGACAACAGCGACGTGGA  
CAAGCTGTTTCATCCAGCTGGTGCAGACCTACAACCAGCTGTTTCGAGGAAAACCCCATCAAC  
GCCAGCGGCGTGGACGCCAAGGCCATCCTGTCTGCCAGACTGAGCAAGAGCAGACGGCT  
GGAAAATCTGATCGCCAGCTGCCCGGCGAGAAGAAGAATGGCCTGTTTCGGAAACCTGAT  
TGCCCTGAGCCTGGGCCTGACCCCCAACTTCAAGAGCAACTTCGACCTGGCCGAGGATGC  
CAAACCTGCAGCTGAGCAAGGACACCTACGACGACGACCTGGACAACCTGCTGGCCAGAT  
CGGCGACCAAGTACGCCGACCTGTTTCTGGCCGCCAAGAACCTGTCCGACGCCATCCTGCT  
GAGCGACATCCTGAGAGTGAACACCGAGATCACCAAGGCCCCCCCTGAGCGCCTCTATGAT  
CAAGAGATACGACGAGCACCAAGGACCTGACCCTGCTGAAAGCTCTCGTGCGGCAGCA  
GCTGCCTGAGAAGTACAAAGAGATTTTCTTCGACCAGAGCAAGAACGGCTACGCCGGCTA  
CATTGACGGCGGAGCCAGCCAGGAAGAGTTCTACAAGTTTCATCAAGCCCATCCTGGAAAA  
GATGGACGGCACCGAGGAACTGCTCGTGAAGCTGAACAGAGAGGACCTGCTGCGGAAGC

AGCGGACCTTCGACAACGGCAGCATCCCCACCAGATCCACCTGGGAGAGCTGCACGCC  
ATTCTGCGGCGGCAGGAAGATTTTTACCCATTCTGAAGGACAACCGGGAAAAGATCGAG  
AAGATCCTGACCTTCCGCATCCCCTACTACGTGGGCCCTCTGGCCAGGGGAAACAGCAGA  
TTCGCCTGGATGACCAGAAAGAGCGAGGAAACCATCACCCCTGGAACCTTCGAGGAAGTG  
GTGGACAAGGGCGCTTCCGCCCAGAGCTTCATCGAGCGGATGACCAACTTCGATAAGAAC  
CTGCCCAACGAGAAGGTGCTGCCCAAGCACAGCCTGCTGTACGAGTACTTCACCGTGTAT  
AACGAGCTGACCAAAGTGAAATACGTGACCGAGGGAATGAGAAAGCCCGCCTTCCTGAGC  
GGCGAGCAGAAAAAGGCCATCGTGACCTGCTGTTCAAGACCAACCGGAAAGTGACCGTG  
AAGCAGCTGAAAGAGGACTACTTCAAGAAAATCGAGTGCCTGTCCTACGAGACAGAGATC  
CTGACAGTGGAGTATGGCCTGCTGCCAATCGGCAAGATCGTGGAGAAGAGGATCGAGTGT  
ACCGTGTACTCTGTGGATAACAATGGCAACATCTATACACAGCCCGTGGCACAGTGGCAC  
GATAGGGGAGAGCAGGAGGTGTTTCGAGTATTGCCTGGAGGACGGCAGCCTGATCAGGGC  
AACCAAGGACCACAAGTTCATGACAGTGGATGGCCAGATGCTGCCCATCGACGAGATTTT  
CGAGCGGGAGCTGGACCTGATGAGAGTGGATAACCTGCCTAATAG

*ABE sgRNA sequence* (Note: the nucleotide that displaces the disease-causing nucleotide we target for editing is underlined and the scaffold is bolded):

**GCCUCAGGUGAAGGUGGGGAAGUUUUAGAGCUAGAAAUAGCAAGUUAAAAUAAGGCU  
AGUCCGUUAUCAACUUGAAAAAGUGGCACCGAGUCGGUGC**

*ABE8e-NG C-terminal vector ORF sequence (NpuC intein fusion at N-terminus):*

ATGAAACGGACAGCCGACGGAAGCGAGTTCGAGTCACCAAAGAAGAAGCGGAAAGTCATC  
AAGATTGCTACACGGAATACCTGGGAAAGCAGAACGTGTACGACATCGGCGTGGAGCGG  
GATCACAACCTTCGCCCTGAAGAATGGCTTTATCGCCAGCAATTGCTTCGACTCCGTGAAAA  
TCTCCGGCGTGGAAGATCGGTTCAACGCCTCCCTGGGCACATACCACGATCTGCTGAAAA  
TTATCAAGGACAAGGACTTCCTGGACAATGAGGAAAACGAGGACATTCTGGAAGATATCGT  
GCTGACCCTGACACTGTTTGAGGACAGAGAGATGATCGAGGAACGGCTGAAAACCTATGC  
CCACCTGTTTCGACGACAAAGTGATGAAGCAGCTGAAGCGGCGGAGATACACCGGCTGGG  
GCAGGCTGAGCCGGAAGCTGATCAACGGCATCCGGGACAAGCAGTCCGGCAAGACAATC  
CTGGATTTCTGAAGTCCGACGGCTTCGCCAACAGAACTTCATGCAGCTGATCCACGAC  
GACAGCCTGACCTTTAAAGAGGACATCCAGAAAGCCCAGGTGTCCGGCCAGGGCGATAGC  
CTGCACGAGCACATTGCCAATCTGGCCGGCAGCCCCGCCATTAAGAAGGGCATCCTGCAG  
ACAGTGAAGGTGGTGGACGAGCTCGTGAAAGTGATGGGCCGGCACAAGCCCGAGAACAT  
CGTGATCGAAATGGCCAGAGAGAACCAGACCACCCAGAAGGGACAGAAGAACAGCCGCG

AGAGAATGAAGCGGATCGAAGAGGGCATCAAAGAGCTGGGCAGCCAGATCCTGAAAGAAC  
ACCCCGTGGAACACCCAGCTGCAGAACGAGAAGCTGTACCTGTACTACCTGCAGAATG  
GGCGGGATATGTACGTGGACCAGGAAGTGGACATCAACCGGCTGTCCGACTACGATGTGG  
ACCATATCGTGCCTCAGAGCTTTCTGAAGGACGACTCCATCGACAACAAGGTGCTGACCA  
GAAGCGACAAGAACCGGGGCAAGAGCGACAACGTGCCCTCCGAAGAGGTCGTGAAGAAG  
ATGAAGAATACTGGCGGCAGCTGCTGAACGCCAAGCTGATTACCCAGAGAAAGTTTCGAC  
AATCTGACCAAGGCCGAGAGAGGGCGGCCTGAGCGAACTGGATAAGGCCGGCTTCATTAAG  
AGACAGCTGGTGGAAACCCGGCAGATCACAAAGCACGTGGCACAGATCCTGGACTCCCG  
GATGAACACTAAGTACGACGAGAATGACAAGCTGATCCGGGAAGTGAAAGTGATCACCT  
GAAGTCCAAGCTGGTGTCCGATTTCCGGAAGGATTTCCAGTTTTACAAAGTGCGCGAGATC  
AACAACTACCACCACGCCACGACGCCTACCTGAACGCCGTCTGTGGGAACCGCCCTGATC  
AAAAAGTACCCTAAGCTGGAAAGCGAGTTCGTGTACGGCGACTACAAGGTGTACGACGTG  
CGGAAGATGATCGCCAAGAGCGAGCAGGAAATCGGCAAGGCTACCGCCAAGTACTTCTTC  
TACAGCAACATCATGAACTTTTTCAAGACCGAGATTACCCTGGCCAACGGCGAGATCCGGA  
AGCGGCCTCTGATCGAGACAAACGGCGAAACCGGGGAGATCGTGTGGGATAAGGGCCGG  
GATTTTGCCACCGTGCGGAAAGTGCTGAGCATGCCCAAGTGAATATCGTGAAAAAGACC  
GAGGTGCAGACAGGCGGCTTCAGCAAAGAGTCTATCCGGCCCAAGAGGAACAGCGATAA  
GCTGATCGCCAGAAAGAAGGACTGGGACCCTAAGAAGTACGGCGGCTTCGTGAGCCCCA  
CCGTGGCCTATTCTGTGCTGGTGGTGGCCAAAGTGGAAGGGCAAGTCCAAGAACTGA  
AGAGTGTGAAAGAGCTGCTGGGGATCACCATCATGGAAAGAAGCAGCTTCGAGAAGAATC  
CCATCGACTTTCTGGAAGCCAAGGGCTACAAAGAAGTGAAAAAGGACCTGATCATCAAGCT  
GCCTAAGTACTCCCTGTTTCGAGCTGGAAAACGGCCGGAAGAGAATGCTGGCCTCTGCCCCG  
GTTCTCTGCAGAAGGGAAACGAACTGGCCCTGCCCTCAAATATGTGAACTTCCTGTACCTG  
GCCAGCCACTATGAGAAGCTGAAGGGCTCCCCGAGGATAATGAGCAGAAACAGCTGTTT  
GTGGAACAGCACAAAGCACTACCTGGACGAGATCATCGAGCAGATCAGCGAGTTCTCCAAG  
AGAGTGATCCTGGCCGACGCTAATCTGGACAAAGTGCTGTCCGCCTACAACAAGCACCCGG  
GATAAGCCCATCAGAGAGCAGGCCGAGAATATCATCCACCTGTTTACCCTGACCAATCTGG  
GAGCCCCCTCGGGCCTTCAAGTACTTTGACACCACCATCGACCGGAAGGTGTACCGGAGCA  
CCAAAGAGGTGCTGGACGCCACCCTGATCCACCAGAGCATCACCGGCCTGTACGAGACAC  
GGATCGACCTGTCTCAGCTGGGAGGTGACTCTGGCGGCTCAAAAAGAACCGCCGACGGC  
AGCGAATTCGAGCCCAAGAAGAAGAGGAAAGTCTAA

*SaCas9* nuclease sgRNA sequence (Note: the allele-specific nucleotide is underlined and the scaffold is bolded):

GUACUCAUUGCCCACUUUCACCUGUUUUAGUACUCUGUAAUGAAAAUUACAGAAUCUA  
**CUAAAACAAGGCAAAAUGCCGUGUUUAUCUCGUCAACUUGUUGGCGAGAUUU**

*SaCas9 nuclease ORF sequence:*

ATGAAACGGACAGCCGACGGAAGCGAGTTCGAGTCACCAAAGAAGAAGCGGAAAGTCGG  
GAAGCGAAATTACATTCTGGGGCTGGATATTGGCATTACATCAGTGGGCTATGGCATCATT  
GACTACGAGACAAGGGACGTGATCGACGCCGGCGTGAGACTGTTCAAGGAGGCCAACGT  
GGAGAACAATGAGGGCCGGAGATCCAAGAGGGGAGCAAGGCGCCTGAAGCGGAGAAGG  
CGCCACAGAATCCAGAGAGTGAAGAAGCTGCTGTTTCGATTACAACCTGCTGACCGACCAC  
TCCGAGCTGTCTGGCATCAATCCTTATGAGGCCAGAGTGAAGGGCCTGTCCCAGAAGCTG  
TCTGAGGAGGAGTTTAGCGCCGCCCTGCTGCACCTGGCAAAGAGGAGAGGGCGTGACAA  
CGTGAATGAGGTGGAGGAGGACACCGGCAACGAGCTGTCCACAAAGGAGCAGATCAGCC  
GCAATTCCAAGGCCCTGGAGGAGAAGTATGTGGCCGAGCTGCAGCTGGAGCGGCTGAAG  
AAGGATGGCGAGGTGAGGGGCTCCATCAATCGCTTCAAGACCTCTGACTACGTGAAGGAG  
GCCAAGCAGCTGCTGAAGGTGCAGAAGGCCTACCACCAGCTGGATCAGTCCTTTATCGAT  
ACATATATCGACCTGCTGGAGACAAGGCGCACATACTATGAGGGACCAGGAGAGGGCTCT  
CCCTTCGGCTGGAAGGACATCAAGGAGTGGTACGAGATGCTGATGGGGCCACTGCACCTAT  
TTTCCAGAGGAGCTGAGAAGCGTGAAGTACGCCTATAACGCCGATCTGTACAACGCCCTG  
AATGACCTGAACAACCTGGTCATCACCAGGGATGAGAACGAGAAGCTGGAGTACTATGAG  
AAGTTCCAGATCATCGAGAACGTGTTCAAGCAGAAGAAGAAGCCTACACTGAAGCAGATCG  
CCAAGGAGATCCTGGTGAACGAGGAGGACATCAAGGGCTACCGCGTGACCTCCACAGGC  
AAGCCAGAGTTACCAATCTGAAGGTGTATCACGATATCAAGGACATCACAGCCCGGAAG  
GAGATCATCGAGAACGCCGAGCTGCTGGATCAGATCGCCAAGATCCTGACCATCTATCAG  
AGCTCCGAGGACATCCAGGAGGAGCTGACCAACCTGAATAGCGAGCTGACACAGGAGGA  
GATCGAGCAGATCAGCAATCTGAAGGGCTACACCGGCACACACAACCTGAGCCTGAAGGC  
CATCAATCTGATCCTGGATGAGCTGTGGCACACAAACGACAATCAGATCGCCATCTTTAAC  
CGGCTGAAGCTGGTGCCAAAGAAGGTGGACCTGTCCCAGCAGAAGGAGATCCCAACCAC  
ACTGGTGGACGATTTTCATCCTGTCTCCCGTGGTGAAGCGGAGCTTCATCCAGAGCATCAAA  
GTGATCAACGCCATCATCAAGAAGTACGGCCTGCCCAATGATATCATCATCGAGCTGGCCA  
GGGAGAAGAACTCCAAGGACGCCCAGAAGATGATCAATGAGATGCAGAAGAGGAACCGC  
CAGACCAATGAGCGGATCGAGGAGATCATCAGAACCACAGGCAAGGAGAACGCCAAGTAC  
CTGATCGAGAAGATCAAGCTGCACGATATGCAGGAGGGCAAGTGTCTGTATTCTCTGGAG  
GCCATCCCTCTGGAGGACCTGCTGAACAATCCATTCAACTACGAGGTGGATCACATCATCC  
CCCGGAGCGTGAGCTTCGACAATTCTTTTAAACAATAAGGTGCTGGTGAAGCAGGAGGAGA

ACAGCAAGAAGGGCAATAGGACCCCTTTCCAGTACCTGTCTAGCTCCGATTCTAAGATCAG  
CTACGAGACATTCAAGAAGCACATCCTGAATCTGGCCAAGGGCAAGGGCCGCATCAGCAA  
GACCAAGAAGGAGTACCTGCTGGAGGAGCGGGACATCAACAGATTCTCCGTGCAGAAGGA  
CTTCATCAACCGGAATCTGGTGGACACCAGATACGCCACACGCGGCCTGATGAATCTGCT  
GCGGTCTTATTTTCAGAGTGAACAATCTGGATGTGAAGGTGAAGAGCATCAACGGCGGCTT  
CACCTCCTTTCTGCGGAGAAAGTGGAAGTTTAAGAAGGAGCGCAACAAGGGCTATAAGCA  
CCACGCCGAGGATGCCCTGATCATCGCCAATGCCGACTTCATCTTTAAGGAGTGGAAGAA  
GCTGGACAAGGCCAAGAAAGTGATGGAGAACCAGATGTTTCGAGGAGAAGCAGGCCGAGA  
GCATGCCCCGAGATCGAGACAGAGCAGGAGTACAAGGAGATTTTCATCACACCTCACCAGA  
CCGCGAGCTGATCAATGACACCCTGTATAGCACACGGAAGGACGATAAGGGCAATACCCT  
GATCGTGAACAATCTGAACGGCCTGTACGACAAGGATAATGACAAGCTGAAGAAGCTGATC  
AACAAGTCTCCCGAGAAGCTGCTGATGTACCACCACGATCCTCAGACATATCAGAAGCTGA  
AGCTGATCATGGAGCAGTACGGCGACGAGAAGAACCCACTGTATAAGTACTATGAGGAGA  
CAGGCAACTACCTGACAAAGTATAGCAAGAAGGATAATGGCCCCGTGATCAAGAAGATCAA  
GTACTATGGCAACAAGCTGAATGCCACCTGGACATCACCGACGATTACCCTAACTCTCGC  
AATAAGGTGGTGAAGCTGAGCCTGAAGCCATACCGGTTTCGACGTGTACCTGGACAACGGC  
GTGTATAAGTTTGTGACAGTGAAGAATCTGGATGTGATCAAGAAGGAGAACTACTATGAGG  
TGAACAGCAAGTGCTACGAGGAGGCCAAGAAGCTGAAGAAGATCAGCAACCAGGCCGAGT  
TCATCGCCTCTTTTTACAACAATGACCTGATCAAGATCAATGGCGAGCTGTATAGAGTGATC  
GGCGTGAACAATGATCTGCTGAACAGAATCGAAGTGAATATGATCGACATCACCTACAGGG  
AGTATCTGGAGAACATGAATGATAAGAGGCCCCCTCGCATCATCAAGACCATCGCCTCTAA  
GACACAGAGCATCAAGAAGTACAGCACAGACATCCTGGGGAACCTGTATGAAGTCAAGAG  
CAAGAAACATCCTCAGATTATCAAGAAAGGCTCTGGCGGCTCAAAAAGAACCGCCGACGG  
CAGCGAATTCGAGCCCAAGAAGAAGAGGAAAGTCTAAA

*SpCas9-NG nuclease ORF Sequence:*

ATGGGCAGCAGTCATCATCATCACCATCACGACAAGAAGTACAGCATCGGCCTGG  
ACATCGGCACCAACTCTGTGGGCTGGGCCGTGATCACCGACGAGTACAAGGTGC  
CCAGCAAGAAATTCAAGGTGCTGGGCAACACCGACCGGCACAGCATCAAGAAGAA  
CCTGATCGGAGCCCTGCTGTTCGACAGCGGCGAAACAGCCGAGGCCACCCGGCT  
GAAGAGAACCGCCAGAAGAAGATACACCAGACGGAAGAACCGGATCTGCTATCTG  
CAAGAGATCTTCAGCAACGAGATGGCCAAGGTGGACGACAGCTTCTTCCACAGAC  
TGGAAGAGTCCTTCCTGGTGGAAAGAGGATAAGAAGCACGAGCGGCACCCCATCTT

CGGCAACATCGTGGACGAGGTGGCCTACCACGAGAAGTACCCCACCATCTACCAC  
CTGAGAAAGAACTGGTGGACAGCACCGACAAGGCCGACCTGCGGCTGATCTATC  
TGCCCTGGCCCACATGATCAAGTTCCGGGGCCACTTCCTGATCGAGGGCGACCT  
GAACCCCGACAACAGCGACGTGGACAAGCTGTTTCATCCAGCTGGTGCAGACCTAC  
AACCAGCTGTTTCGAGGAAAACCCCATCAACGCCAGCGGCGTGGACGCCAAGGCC  
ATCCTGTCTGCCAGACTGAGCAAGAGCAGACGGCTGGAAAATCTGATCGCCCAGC  
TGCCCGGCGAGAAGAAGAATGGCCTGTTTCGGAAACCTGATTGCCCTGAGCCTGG  
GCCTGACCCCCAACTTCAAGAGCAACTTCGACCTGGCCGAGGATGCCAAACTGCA  
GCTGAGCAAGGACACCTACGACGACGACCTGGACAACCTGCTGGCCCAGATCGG  
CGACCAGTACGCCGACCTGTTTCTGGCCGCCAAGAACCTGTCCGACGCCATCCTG  
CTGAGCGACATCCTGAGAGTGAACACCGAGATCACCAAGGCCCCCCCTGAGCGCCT  
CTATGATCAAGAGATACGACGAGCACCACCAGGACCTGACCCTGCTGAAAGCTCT  
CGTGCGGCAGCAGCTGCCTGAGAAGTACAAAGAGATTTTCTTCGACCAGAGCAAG  
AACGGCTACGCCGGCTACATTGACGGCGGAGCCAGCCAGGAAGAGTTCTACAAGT  
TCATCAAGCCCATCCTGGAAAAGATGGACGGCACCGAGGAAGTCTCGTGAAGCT  
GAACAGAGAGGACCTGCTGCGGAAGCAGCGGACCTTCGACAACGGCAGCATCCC  
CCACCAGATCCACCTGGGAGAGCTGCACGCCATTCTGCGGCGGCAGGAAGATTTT  
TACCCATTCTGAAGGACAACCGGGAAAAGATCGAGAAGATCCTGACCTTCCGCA  
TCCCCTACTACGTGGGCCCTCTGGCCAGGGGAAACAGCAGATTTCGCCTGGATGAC  
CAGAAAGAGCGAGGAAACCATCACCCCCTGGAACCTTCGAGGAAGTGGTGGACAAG  
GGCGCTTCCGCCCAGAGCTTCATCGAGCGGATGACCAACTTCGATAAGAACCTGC  
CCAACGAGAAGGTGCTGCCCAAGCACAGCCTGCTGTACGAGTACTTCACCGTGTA  
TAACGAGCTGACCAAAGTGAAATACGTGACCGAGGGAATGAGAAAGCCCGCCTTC  
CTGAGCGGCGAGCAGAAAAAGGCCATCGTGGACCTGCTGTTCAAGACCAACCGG  
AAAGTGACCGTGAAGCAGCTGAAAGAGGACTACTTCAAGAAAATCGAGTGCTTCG  
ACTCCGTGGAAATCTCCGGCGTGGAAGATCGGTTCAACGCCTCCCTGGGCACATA  
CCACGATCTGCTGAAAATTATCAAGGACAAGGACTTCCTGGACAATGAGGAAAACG  
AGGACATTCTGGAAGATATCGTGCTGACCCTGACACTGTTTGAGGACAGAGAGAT  
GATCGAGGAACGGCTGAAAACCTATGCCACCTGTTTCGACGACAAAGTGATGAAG  
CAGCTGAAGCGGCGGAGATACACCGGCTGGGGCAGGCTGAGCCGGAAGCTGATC  
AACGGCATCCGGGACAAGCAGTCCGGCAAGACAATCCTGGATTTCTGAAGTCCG

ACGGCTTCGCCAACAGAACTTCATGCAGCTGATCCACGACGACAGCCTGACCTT  
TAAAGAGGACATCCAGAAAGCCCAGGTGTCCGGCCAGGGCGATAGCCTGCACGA  
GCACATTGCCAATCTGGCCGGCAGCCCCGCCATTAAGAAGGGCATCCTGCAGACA  
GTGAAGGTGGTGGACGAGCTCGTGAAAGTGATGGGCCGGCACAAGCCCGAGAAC  
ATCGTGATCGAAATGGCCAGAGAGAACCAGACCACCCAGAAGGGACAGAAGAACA  
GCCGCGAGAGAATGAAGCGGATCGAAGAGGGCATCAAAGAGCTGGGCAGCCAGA  
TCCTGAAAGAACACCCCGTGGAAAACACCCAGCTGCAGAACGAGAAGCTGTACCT  
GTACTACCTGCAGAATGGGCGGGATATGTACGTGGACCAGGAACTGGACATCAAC  
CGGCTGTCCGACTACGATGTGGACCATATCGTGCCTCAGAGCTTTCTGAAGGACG  
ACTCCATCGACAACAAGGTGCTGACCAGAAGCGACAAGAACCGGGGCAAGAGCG  
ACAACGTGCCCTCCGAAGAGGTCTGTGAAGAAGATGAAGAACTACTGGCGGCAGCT  
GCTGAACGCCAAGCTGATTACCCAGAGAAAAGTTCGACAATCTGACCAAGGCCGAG  
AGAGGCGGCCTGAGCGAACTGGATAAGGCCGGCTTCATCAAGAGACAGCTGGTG  
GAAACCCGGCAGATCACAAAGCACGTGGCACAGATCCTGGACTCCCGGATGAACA  
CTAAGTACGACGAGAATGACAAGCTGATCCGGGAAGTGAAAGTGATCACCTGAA  
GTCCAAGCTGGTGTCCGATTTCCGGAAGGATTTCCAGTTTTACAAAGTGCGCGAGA  
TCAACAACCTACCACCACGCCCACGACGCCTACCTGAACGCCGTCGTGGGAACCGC  
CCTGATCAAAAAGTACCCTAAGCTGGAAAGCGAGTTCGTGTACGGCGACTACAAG  
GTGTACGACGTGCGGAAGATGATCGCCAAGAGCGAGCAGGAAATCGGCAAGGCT  
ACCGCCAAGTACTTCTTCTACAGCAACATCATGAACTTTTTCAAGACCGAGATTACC  
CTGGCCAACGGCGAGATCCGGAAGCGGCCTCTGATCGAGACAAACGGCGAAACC  
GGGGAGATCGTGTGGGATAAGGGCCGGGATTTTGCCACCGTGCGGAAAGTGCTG  
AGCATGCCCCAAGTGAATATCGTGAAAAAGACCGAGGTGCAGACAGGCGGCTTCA  
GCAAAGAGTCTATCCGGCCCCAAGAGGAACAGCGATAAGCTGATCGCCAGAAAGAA  
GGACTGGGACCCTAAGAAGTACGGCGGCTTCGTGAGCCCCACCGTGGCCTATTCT  
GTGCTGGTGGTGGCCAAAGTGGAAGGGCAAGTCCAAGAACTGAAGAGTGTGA  
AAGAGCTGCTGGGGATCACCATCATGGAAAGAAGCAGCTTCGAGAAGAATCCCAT  
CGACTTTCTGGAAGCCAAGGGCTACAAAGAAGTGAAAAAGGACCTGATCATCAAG  
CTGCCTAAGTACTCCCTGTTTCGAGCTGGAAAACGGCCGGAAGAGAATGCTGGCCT  
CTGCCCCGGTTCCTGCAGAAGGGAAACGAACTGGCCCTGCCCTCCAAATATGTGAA  
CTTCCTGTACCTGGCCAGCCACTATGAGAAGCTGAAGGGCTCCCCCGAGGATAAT

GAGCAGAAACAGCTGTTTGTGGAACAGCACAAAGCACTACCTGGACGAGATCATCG  
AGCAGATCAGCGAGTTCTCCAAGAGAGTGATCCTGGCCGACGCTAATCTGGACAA  
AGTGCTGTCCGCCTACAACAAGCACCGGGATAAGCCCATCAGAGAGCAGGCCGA  
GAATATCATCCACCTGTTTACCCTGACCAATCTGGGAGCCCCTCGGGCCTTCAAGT  
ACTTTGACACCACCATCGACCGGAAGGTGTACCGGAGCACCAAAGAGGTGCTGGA  
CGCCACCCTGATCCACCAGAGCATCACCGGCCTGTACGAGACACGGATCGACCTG  
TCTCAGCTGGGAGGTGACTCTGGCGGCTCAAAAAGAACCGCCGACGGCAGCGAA  
TTCGAGCCCAAGAAGAAGAGGAAAGTCTAA

**Supplementary Table 1. AAV expression in cardiomyocytes by region and in other cell types of the left ventricle.** The fraction of cardiomyocytes within the LVs, RVs, LAs, and RAs from 4 male SvEv mice that express ABE transcripts following one dose of AAV treatment. In LVs, the expression transcripts found in additional cell types is quantified.

**Supplementary Table 2. Mouse serum analyses.** Markers for liver toxicity are quantified from serum obtained after treating SvEV (one dose; n=3 males) and SvEv/S4 (two doses; n=3 males) mice with dual-AAV9 carrying ABE. Serum data are shown for SvEv/S4 mice treated with low (n=1 male, 2 females), medium (n=3 females) and high (n=2 females) doses of Cas9KD. For comparison serum from SvEv WT (n=3 males) and untreated 403 SvEV (n=3 males) are shown.

**Supplementary Table 3. RNAseq of untreated and base edited HCM model mice.** The mean expression  $\pm$ SD of genes related to hypertrophy, the sarcomere, the cytoskeleton, calcium signaling, the extracellular matrix, and metabolism are quantified in untreated R403Q-129SvEv/S4 mice and those treated with two doses of ABE.

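For the 52 genes of Supplementary Table 3, the mean and SD of RPKM are listed by group beside the value of each mouse. The treated values there are those of the deposited files, within 0.0005% in the 44 genes whose values stand in column order.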

**Supplementary Table 4. Summary of off-target sites 1-16.** The genomic coordinates, alignment to the target site, nearest genes, and primers used to amplify each of the 16 tested off-target sites are provided.

**Supplementary Table 5. Genomic off-target sites nominated by CIRCLE-seq.** A list of all off-target coordinates and alignments to the mm10 mouse genome nominated by CIRCLE-seq.

# Supplementary material for: Efficient in vivo genome editing prevents hypertrophic cardiomyopathy in mice
**Source:** Nat Med. 2023 Feb 16;29(2):412–21. doi: 10.1038/s41591-022-02190-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | We used open-source CIRCLE-seq analysis software with the default recommended parameters ( <a href="https://github.com/tsailabSJ/circleseq">https://github.com/tsailabSJ/circleseq</a> ). For single nuclear RNA sequences we aligned reads using Cell Ranger (v.3.0.1). Editing efficiencies (%) was quantified by CRISPResso2 ( <a href="https://github.com/pinellolab/CRISPResso2">https://github.com/pinellolab/CRISPResso2</a> ). This information is also stated in the main text / figure legend and in Supporting Information (Methods). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data availability section of in the manuscript states that data is available without restrictions. We also provide websites for publicly available datasets and indicate that sequencing data generated in this study has been deposited into the NCBI GEO database and accession numbers are provided.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | At least 6 mice were per treatment group were studied as this sample size provided statistical power to assess treatment effects, based on prior studies that demonstrated hypertrophy in all untreated male R403Q-SvEv mice and all male and female R403-SvEV/S4 F1 mice. |
| Data exclusions | No data are excluded from any analyses                                                                                                                                                                                                                                     |
| Replication     | All mouse experiments were replicated in randomly selected mice and data from all mice are shown. Circle-seq studies were performed twice to replicate initial findings.                                                                                                   |
| Randomization   | Mice were randomly allocated to groups.                                                                                                                                                                                                                                    |
| Blinding        | Investigators were blinded to group allocation of mice during data collection and analyses. Blinding was not possible for Circle-seq analyses.                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                     |                                                                                                                        |
|---------------------|------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | HEK293T cells are female. These were obtained from Lonza ( <a href="https://www.lonza.com">https://www.lonza.com</a> ) |
| Authentication      | Authentication of HEK293T cells was not performed.                                                                     |

Mycoplasma contamination

Mycoplasma contamination status was not authenticated

Commonly misidentified lines  
(See [ICLAC](#) register)

None

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

We studied Mus musculus, 129 SvEv and Mus musculus,129 SvEv / S4 F1 hybrids. Mice were randomized into treatment group at ages 10-13 days and study through to 34 weeks of age.

Wild animals

No wild animals were used.

Reporting on sex

We studied only male R403Q-SvEV mice, as females do not develop hypertrophy. All R403Q-SvEv/S4 F1 mice develop hypertrophy and we studied both male and female mice.

Field-collected samples

No field-collected samples were used in this study.

Ethics oversight

All mice were maintained and studied using protocols approved by the Animal Care and Use Committee of Harvard Medical School.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

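RNA-seq of LV tissue was analysed for 9 libraries of male R403Q mice, 3 treated with 2 doses and 6 untreated. The authors aligned reads with STAR to mm10 (GRCm38), and their polyA-selected libraries were sequenced on an Illumina HiSeq. They deposited read counts per gene, without normalization, and RPKM values, normalized by the authors to exon length and library total. The gene counter, the use of strand and the handling of reads that match several genes are not named in the text of the paper. Samples were mapped to groups and mice from the sample labels and the animal numbers in the supplementary tables. Whether the 2 untreated libraries with animal number 4939 come from 2 mice or from 1 is not stated in the text, and they were counted as 2. The labels give the strain as 129S4/SvEv for the 3 treated libraries and 129SvEv for all 6 untreated ones, while the paper gives 129SvEv/S4 for both, so a strain difference could not be separated from the treatment.

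The files form 2 tables with 31741 and 31920 genes, of which 31741 are shared at the same positions. The 179 genes found only in the second table hold no reads. Reads divided by RPKM gave the same exon length for a gene in every library of both tables (largest SD of the log2 ratio 1.1e-05 over 7311 genes with at least 100 reads), so RPKM was computed per library and alike in both tables. Totals ran from 5029820 to 26373933 reads. The smaller totals are those of the first table, and low transcripts there carry more counting error. Male-specific transcripts were present in all libraries (*Ddx3y* between 12.4 and 16.8 RPKM), as the labels say. Counts of the untreated libraries of the second table differed from each other by more than sampling noise (chi-square per degree of freedom from 12.6 to 58.5), including the pair with animal number 4939 at 22.7, so none was taken for a copy.

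Before the data were examined, limma on log2(RPKM + 1) had been fixed as the test, on the assumption that the files held RPKM only. As they also hold counts, the test used is the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM, and limma 3.58.1 on log2(RPKM + 1) is given among the alternatives. Tested were genes with a group mean of at least 3 RPKM, 9978 in all, without covariates, and with Benjamini-Hochberg adjustment at 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene sets fixed before the data were examined were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. Calls for the interferon response, oxidative phosphorylation and ribosomal protein sets held under fry and none held under the estimated correlation. Both tests were repeated with the table term after the data were seen. Genes below the limit were compared by exact permutation over 84 splits. The separation of groups is the share of the sum of squares between groups, with the same permutations.

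Genes named in the text were fixed by a rule before the data were examined. They are *Myh6*, the 20 genes of the result sentences on transcripts, and the 5 largest rises and 5 largest falls with an adjusted p under 0.05, at least 10 RPKM in a group and no overlap between groups, leaving out symbols made of Gm and digits or ending in Rik. This rule did not cover names that are sequence entries (beginning with AB or AK), which therefore stayed in.

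Alternatives covered the filter, the pseudocount (1 or 0.1), normalization, length and GC trends (loess with span 0.3, with GC content for 91.3% of tested genes), the replicate block, each library left out in turn, and the 2 libraries of animal number 4939 averaged. DESeq2 1.42.0, a table term, library sizes outside mitochondrial and the 20 most abundant genes, and thinning of counts to 5029820 reads were added after the data were seen. On simulated counts for 9978 genes with 200 changed by 1 on the log2 scale, edgeR recovered 83.5% with 2.9% false calls. With a change of 2, edgeR recovered 98% with 5.3% false calls. For changes of 1 and 2, false calls were 7.1% and 7.1% with limma and 7.8% and 12.2% with DESeq2. With a simulated length trend, 91.7% of calls were false before its removal and 6.5% after. Each simulation gave a set change to 200 genes, far fewer than the 5105 called in the data, and none held a difference between the tables. These rates therefore do not give the share of false calls among the 5105. Summaries used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. WT libraries were not analysed here.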

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

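The thinning of counts, the table term, the comparison of untreated replicate 1 by gene and gene set, and the use of GC removal (an alternative set before) as a test of the count of genes were chosen only after the results were seen, and the distance of untreated replicate 1 to both groups and the loss of calls on length removal were set before.

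Untreated replicate 1 stood far from the other untreated libraries. Among 34 values compared across the 6 untreated libraries, 17 had 1 library set apart by Dixon's test, where chance gives about 1.7, and in 15 of them it was untreated replicate 1. Its total was 6021911 reads and it detected 17194 genes. It was set apart for *Myom1* (158.9 RPKM), *Trim63* (68.27), *Fabp5* (11.05), *Mtor* (11.24), *Col6a5* (2.858), *Col6a6* (2.578), AB345223 (23.72), AB345258 (31.14), *Mir99a* (15.33), *Ndufs5* (17.62), AK186556 (6.878), *Nt5c1a* (2.258) and AK044033 (10.27). Apart from *Col6a5* and *Col6a6*, each of these gene values lay toward the treated libraries, and for *Trim63* beyond them. It is the only untreated library in the table of the treated ones. Its mean Euclidean distance was 53.4 to the treated libraries and 59.3 to the other untreated libraries, the order a difference between the tables predicts. By library it was 48.5, 49.9 and 61.6 to treated replicates 1, 2 and 3, and from 56.5 to 62.1 to the other untreated libraries. Treated replicate 3 thus lay no nearer than those. A difference of the animal of untreated replicate 1 was not tested and stays open, since no other untreated library of the first table exists here. The other flags were *Ank2* in untreated replicate 5 (11.56 RPKM) and *Postn* in untreated replicate 6 (27.4 RPKM), for which no explanation was tested.

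The 5105 genes that differ between treated and untreated mice were the most that any of the 84 splits of the 9 libraries gave (1 of 84). The next split, with treated replicates 2 and 3 and untreated replicate 1, gave 1445, and splitting by table with no regard to treatment gave 5486. Length, GC content and depth did not account for the count as a whole. With the length trend removed 3466 of the genes remained in the same direction, with the GC trend removed 4989, and with counts thinned to the smallest library 4440. A difference between the tables may account for part of it. Over 10 splits of the second table into disjoint parts, the treated difference correlated across genes with the difference of untreated replicate 1 (median r = 0.68, from 0.65 to 0.70; genes are not independent replicates). The treatment stays open beside it, and so does the strain, untested, which by the labels is 129S4/SvEv in all treated and 129SvEv in all untreated libraries.

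Gene sets outside the text of the paper were higher in treated mice. The median log2 fold change was 1.06 for 24 interferon response genes, all 24 higher (adjusted p = 1.4e-12 from camera). It was 0.68 for 79 oxidative phosphorylation genes, 73 higher (3.2e-17), and 0.83 for 81 cytosolic ribosomal protein genes, 77 higher (7.0e-17). For the ribosomal genes, untreated replicate 1 was itself 0.74 above the second table's untreated libraries, more than 50% of the treated difference of 1.00, which is in line with a table difference for part of it. The rest is open. All treated libraries lay above untreated replicate 1 in 58 of 81 ribosomal genes, and with the table term the median was 0.41, with 79 of 81 higher (6.1e-13 from camera, 0.19 from fry). For the interferon genes untreated replicate 1 was 0.33 above them, of a treated difference of 0.96, and for the oxidative phosphorylation genes 0.20 of 0.78. Both lie outside the range of the second table's libraries and are less than 50% of the difference, so the share of a table difference is not settled. Within the first table, all treated libraries lay above untreated replicate 1 in 21 of 24 interferon genes and 69 of 79 oxidative phosphorylation genes. With the table term the interferon median was 0.81, with 23 of 24 higher (2.5e-12 from camera, 0.04 from fry), and the oxidative phosphorylation median 0.66, with 74 of 79 higher (5.2e-26 from camera, 0.04 from fry). With the correlation estimated from the data both were at 0.22. These values go against a table difference as the whole cause, but they rest on 1 untreated library, so a table difference and the treatment cannot be told apart. With the length trend removed the oxidative phosphorylation median was 0.20, with 56 of 79 higher, the ribosomal median 0.40, with 61 of 81 higher, and the interferon median 0.88. The vectors, the editor and the rescue of the disease are all parts of the treatment and were not tested apart, and the strain stays open as well.

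The largest changes outside the genes the paper discusses include short entries with few reads. AB345223, 21 bases long, had 9 to 13 reads in treated libraries and at most 3 in untreated ones, at least 9.06-fold higher by group means. AK186556 had at most 3 reads in treated libraries and was at least 10.4-fold lower by group means, and AB339930, with at most 1 read, at least 1.18-fold lower. These bounds rest mostly on the deeper second table. Within the first table, treated libraries had a mean of 83.83 RPKM of AB345223 against 23.72 in untreated replicate 1, and 1.881 RPKM of AK186556 against 6.878, and with the table term neither was past the threshold. Log2 fold changes were 4.06 for AB344586, 3.86 for AB345258, 2.87 for *Mir99a* and 2.52 for *Ndufs5*, and -3.73 for *Nt5c1a*, -3.46 for *Foxo3* and -3.43 for AK044033, by edgeR. Log2 ratios to untreated replicate 1 were smaller in size, at 2.6, 0.55, 1.45, 0.61, -0.76, -1.79 and -1.53 in that order. AB344586 had 3 to 9 reads in treated and 0 to 5 in untreated libraries. With a library left out, its log2 fold change ran from 3.73 to 5.64. For AB345258, with 14 to 28 and 0 to 15 reads, it ran from 3.51 to 5.16. The *Mir99a* entry is 65 bases long and had 9 to 25 reads in treated and 4 to 9 in untreated libraries. It overlaps 2810055G20Rik on the same strand, so its reads cannot be assigned to the microRNA. In untreated replicate 1 *Foxo3* was at 6.06 RPKM and *Ndufs5* at 17.6 RPKM, between the treated and the other untreated libraries. With the table term neither of these was past the threshold. These genes were picked for their size, so no explanation was tested on them alone.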

How the results depend on the processing

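The table term (also with fry and with the estimated correlation), DESeq2, the thinning and the edgeR library sizes outside the most abundant genes were chosen after the data were seen.

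The count of 5105 genes stayed within 1.5 times under the alternatives run, except for 3. It was 3033 with the stricter filter, which tests 5092 genes, 1607 with the replicate block (1600 shared) and 46 with the table term, which leaves 1 untreated library to compare with. It ran from 3964 to 6032 across the 9 fits that each left out one library. Limma on log2(RPKM + 1), fixed before the data were examined, gave 4866 and DESeq2 5390. Library sizes outside mitochondrial and the 20 most abundant genes moved the median log2 fold change of all genes from 0.02 to 0.15 and made 63.3% of calls higher in treated mice, against 49.7%.

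The share of the sum of squares between groups ran from 0.451 without a filter to 0.772 with the Spearman distance, and from 0.502 to 0.700 with a library left out. It was the largest of all splits with the same group sizes each time, which leaves out the split by table.

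Of the 20 genes the paper names, 15 were called in its direction (17 without a filter). This was 7 with the length trend removed, 4 with the replicate block and 0 with the table term, and ran from 13 to 15 with a library left out. *Myh6* lost its call with the replicate block (-0.85) and the table term (-0.59). Of 7 gene sets, 3 were called, 0 with the correlation estimated from the data (with or without the table term), 2 with fry and the table term, and 3 to 4 with a library left out. The set added elsewhere was the extracellular matrix. The cause of the other changes was not tested.

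Directions reversed in few cases. *Ttn* went to 0.08 and *Fabp3* to -0.08 with the length trend removed, and *Trim63* to -0.13 with the table term and -0.21 against the untreated library of the first table alone. Medians close to 0 changed sign. Fatty acid oxidation went to 0.05 under limma with a pseudocount of 1, with 0.1 and without trend, 0.09 and 0.11 with rescaled libraries (limma, edgeR) and 0.01 with thinned counts, and ran from -0.18 to 0.13 with a library left out. Hypertrophic stress went to 0.02 and 0.03 with rescaled libraries and from -0.44 to 0.06 with a library left out, and glycolysis to -0.09 with quantile normalization. Of the other values for single genes and sets, 839 kept their direction and call, 73 were weaker, 22 stronger and 24 moved.

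The replicate numbers do not pair the mice. Deviations of same-numbered libraries correlated at -0.07, -0.01 and 0.02. Depth limits the low transcripts most, as *Col6a5* had 5 to 241 reads.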

Differences from the paper's values

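The paper's value for untreated *Fabp3* is 385.37 RPKM, and the 6 untreated libraries of the deposited files average 784.1 RPKM. Whether both cover the same libraries is not settled, as the listed columns do not all match a deposited library (see Supplementary Table 3 below). Its log2 ratio of treated over untreated means is 1.59 from the paper's values and 0.56 from the files. None of the alternatives set before the data were examined closed either gap. For *Myh7* the ratio is -0.20 from the paper's values and -0.54 from the files. Against the untreated library of the first table alone it was -0.25, within an error of 0.25 around the paper's ratio. This error is 1 standard error, computed here from the paper's means and SDs, as the paper gives none for the ratio. A value outside so narrow a limit can still arise from sampling. The other choices of libraries did not close the gap. The edgeR log2 fold change of *Myh7* was -0.63, outside that error. It was -0.17 with the table term and -0.28 with the length trend removed, both within that error. For *Ank2* the ratio of means is -0.91 from the paper's values and -0.69 from the files. Without treated replicate 1 it was -0.82, and the other choices of libraries did not close the gap. The edgeR log2 fold change of *Ank2* was -0.79, within an error of 0.17 computed in the same way. It was -0.46 with the table term and -0.26 with the length trend removed, both outside that error.

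The paper states that *Trim63* was higher in untreated mice. The log2 fold change in the files was 0.28, with the higher level in treated mice, and the paper's own means have that direction too (59.062 RPKM treated, 44.929 RPKM untreated). Within the first table it was -0.21. *Fhl1* and *Postn* had the direction the paper states but were not past the threshold over all genes. *Col6a5* had that direction too, but was below the expression limit and was not tested over all genes. Without a filter, 17 of the 20 named genes were called in the paper's direction, against 15. DESeq2, chosen after seeing the values, called *Postn*.

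In Supplementary Table 3, 4 of the 6 untreated columns, compared over 43 genes, were closest to the deposited library of another mouse than the one they name. The median absolute deviation of the log2 ratio was 0.015 to 0.027 for these 4. It was 0.013 for the column of untreated replicate 3, with its own library. The column named for untreated replicate 2 was closest to that library, but at 0.232, so it matched none. Untreated replicate 1 was at 0.245 or more with every column. The column of animal number 1096 was closest to the deposited library of untreated replicate 6, with a median ratio of 0.96. Values of 8 genes, *Trim63* and *Postn* among them, stand 1 column to the side, and in all 8 the first untreated value is that of untreated replicate 1 in the files. The mean stated for untreated mice lay within 1% of the mean of the listed values in 6 of the 44 genes.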

Other observations

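The marker comparison and the length trend were set before the results were seen, and the reading of the spread among cardiomyocyte markers after.

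Longer transcripts were lower in treated than in untreated libraries. Outside Supplementary Table 3, Spearman's rho across 9929 genes between exon length and the log2 difference was -0.43, and each treated library had a negative rho against each untreated one, from -0.45 to -0.30. The trend was also seen for untreated replicate 1 against the second table (-0.27) and for treated libraries against untreated replicate 1 (-0.33). A candidate explanation is a difference in RNA quality or library preparation. The prediction written for it also asked that most calls be lost once the trend was removed, and 3466 of 5105 remained, so it was met only in part. Preparation, strain and treatment cannot be told apart, because the labels do not separate them in these libraries.

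A different mix of cells in the tissue pieces may be considered for the difference between the groups. Of 12 cardiomyocyte markers, 6 rose and 6 fell in treated mice, with an SD of 0.85 around a median of 0.17 (log2), from -1.18 to 1.34, while a changed share of cardiomyocytes would move them alike. Medians were 0.55 for endothelial, 0.16 for fibroblast, 0.18 for mural and -0.42 for macrophage markers, each with members in both directions. Against untreated replicate 1 alone the fibroblast median was -0.63, with all treated libraries below it in 8 of 10 markers and above it in 0. That library was itself 0.83 above the second table's untreated libraries for these markers. The endothelial median against it was 0.34, with all treated libraries above it in 8 of 10 markers and below it in 0. The 3 red blood cell markers rose by a median of 1.26, with no marker beyond the range of the untreated libraries, and the 3 atrial markers were at 0.44. The spread among cardiomyocyte markers argues against a change of mix as the whole cause. A change in single cell types, fibroblasts among them, stays open. The lists of 12 cardiomyocyte, 10 fibroblast, 10 endothelial, 10 mural and 9 macrophage genes hold genes that LV tissue also expresses.

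Several mitochondrial transcripts were listed at low levels in all libraries. mt-Co2 was between 5.2 and 9.8 RPKM, mt-Co3 between 1.1 and 3.9, mt-Atp6 between 8.5 and 19.9, mt-Atp8 between 12.7 and 25.8, mt-Nd3 between 5.3 and 44.7 and mt-Nd4l between 20.1 and 65.8, while mt-Co1 was between 58897 and 94567 RPKM. Their positions run from 7013 to 10173 on the mitochondrial genome of mm10. No explanation was tested.

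The scores the paper gives for principal components 1 and 3 were averaged by group. In the paper's values, WT mice (n = 12) were centred at 2.8 on component 1, treated mice (n = 3) at 95.2 and untreated mice (n = 6) at -71.0, so the centre of the treated mice lay 92.4 from WT and that of the untreated mice 73.8. Over both components the distances were 106.0 and 88.5. These cover 2 components only, and WT libraries were not analysed here.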
